# Molecular Characterisation of Transport Mechanisms at the Developing Mouse Blood–CSF Interface: A Transcriptome Approach

**DOI:** 10.1371/journal.pone.0033554

**Published:** 2012-03-21

**Authors:** Shane A. Liddelow, Sally Temple, Kjeld Møllgård, Renate Gehwolf, Andrea Wagner, Hannelore Bauer, Hans-Christian Bauer, Timothy N. Phoenix, Katarzyna M. Dziegielewska, Norman R. Saunders

## Abstract

Exchange mechanisms across the blood–cerebrospinal fluid (CSF) barrier in the choroid plexuses within the cerebral ventricles control access of molecules to the central nervous system, especially in early development when the brain is poorly vascularised. However, little is known about their molecular or developmental characteristics. We examined the transcriptome of lateral ventricular choroid plexus in embryonic day 15 (E15) and adult mice. Numerous genes identified in the adult were expressed at similar levels at E15, indicating substantial plexus maturity early in development. Some genes coding for key functions (intercellular/tight junctions, influx/efflux transporters) changed expression during development and their expression patterns are discussed in the context of available physiological/permeability results in the developing brain. Three genes: *Secreted protein acidic and rich in cysteine* (*Sparc*), *Glycophorin A* (*Gypa*) and *C* (*Gypc*), were identified as those whose gene products are candidates to target plasma proteins to choroid plexus cells. These were investigated using quantitative- and single-cell-PCR on plexus epithelial cells that were albumin- or total plasma protein-immunopositive. Results showed a significant degree of concordance between plasma protein/albumin immunoreactivity and expression of the putative transporters. Immunohistochemistry identified SPARC and GYPA in choroid plexus epithelial cells in the embryo with a subcellular distribution that was consistent with transport of albumin from blood to cerebrospinal fluid. In adult plexus this pattern of immunostaining was absent. We propose a model of the cellular mechanism in which SPARC and GYPA, together with identified vesicle-associated membrane proteins (VAMPs) may act as receptors/transporters in developmentally regulated transfer of plasma proteins at the blood–CSF interface.

## Introduction

The central nervous system functions in a well-controlled environment and is protected by a set of mechanisms known collectively as the blood–brain barrier [1]. These mechanisms are present at five distinct interfaces: (i) the blood–brain barrier proper at the level of the endothelium of the cerebral blood vessels; (ii) the arachnoid barrier between the cerebrospinal fluid (CSF) in the subarachnoid space and the dura; (iii) the pia/glia limitans between the CSF in the subarachnoid space and extracellular fluid of the brain, which is much more complex in the embryo; (iv) the CSF-brain barrier, which is only a significant barrier in the embryo, created by separation of the ventricular system from the extracellular fluid of the brain by strap junctions in the neuroependyma and (v) the blood–CSF barrier at the level of the choroid plexus epithelial cells (**Fig. 1**). The importance of these barriers in normal neural development and in pathological conditions has been documented [2]–[5]. These same barrier mechanisms protect the brain from the effects of toxins and prevent the entry of many drugs [5], [6].

**Figure 1:**
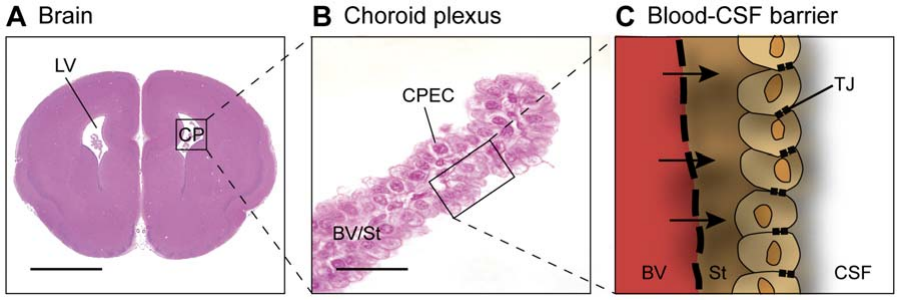
The choroid plexus and the blood–CSF barrier. **A.** The choroid plexuses are highly vascularised epithelial tissue that originates from the neuroependyma in the developing brain (ependyma in adult) and float freely in each of the brain ventricles (the two lateral, third and fourth). These specialised organs have two major functions: (i) to act as a diffusion barrier between the blood and the CSF; and (ii) they produce and secrete the CSF that fills the ventricles and subarachnoid spaces. **B.** The choroid plexuses are comprised of a central stroma with many blood vessels covered by a single layer of specialised epithelial cells, which rest on a thick basement membrane. **C.** The choroid plexuses are one of the circumventricular organs (i.e. they are positioned at sites around the margin of the ventricular system of the brain) and, like blood vessels in this region of the brain, the vessels of the choroid plexus stroma are fenestrated and the junctional strands linking adjacent endothelial cells are discontinuous. Accordingly, molecules are able to leave the blood vessels and enter the basement membrane of the plexus (arrows). However, a protective barrier is present in the choroid plexus, itself provided by tight, adherens, gap and other junctions between intimately apposed plexus epithelial cells – forming the blood–CSF barrier. The presence of many junctions between adjacent plexus epithelial cells from its first appearance in development means that the paracellular route for small molecules between blood and CSF is closed off in the embryo as well as in the adult. Abbreviations: BV, blood vessel; CP, choroid plexus; CPEC, choroid plexus epithelial cell; CSF, cerebrospinal fluid; LV, lateral ventricle; St, stroma; TJ, tight junction; Scale bar: 500 µm in A, 25 µm in B.

Most studies of brain barrier properties have concentrated on the cerebral endothelial cell interface (blood–brain barrier) with much less work having been done on the choroid plexus interface [7]. In the developing brain the differentiation and growth of the choroid plexuses occurs much earlier than most of the vascularisation of the brain. Thus it has been suggested that in early development the main portal of entry from blood into brain is via the choroid plexuses and CSF rather than via the sparsely distributed cerebral blood vessels [1], [8].

The main characteristics of each brain barrier interface include a morphological component in addition to cellular transport mechanisms. The key morphological feature is the tight junctions between the cells of the interfaces: cerebral endothelial cells at the blood–brain barrier and epithelial cells at the choroid plexus blood–CSF barrier [1], [9]. The cellular transport mechanisms encompass influx mechanisms for nutrients such as amino acids and vitamins, and efflux mechanisms, which are important barrier mechanisms that prevent the entry of many drugs and toxins into the brain [5], [10]. In addition, there are ion exchange mechanisms and water channels that define the key features of the brain's internal environment which are essential for normal neuronal function [8].

A key question for understanding brain development lies in determining to what extent these barrier mechanisms are functional in the embryonic and fetal brain and whether there are barrier mechanisms that are specific to the developing brain. In spite of numerous claims over nearly 100 years based on belief and poor experimentation that embryonic brain barriers are ‘immature’, it is now clear that fundamental barrier properties are present very early in development (see [1], [9]). Daneman and colleagues [2] have provided evidence of expression of numerous blood–brain barrier genes in the developing brain, but there is no equivalent information for the choroid plexuses.

An intriguing feature of CSF in the developing brain is its high concentration of protein—which has been identified in all mammalian species studied so far [11]–[15]. Experimental evidence showed that most of these proteins in CSF originate from blood plasma [15]–[18] although synthesis *in situ* in the choroid plexus also contributes [19]. Previous studies suggest that a specific recognition mechanism for individual proteins is present at the blood–CSF barrier, especially during early stages of brain development [16]–[18], [20], [21] but the molecular identity of this mechanism remains elusive. One molecule, secreted protein acidic and rich in cysteine (SPARC), has been proposed to be involved in targeting albumin to the blood-CSF interface—although it seems likely that SPARC is not the only transporter involved [22].

In this study we have used Affymetrix GeneChip arrays to describe the transcriptome of embryonic and adult mouse lateral ventricular choroid plexus and mined these datasets for intercellular junction and specific transporter genes. It is the first to describe the lateral ventricular choroid plexus transcriptome in the mouse embryo (at embryonic day 15) and to identify a set of genes whose expression is enriched compared with the adult. A transcriptome analysis of adult mouse choroid plexus has been published previously [23]. We report that several genes coding for proteins known to be albumin-targeting in other systems, are expressed within a subset of epithelial cells of the choroid plexus that are also immunopositive for albumin. We propose a way by which this mechanism for protein transfer across choroid plexus epithelial cells could operate.

## Materials and Methods

### Ethics statement

All animal experiments were conducted in accordance with the Public Health Safety Policy on the Humane Care and Use of Laboratory Animals (National Institutes of Health). All animal research protocols were reviewed and approved by the State University of New York – University at Albany Institutional Animal Care and Use Committee and registered with the US Office of Laboratory Animal Welfare (International Animal Care and Use Committee Registration A3621-01).

### Animal husbandry

Timed-pregnant and non-pregnant Swiss Webster female mice supplied by Taconic Farms Inc. (NY, USA) were used in this study. For general morphology and immunohistochemistry a range of embryonic (E) and postnatal (P) ages were used: E12, E13, E14, E15, E16, E19, P2, P15 and adult (10 weeks, 15–30 g). All embryos were staged according to the guidelines of Theiler [24]. For general histology paraffin-embedded brain sections from all ages were used (*n* = 6 animals at each age). For Affymetrix GeneChip arrays and qPCR validation lateral ventricular choroid plexuses from E15 (*n* = 100) and adult (*n* = 30) were used. For single-cell qPCR paraffin-embedded lateral ventricular choroid plexus sections from E15 and adult were investigated (*n* = 6 at each age). These ages were chosen as they correlate to the time when there is the maximum (E15) and minimum (adult) percentage of plasma protein-positive epithelial cells in the choroid plexus (see below and **Table S1**).

### Collection of brains for morphological studies

Embryonic animals were killed by decapitation, brains dissected out under cold 4% PHEM fixative (1.23 M paraformaldehyde, 1.29 M PIPES, 0.55 M HEPES, 0.20 mM EGTA, 0.16 M MgSO_4_) and post-fixed by immersion in Bouin's solution (Sigma, St Louis, MO, USA) for 24 hours. Postnatal animals were killed by cervical dislocation and fixed by perfusion with cold 4% PHEM fixative, for 10 minutes at 70% of cardiac output. Following perfusion, brains were dissected out and post-fixed by immersion in Bouin's solution for 24 hours. Once fixed, all brains were washed in 70% ethanol until clear, embedded in paraffin wax (Sigma) and 5 µm coronal sections cut.

### Collection of lateral ventricular choroid plexus

Animals were killed as above and brains dissected out under cold RNase-free phosphate buffered saline (PBS, pH 7.3). Cerebral hemispheres were separated and both lateral ventricular choroid plexuses removed and placed in fresh ice-cold RNase-free PBS. Plexuses were pooled from several litters, spun down, excess PBS removed, snap-frozen in liquid nitrogen and stored at −80°C. The choroid plexus consists of epithelium as well as blood vessels and mesenchymal stroma. However, the epithelium is the predominant cell type, suggested to represent up to 90% of the plexus tissue [25]. In this study lateral ventricular choroid plexus was taken *in toto*.

### Microarray screen of lateral ventricular choroid plexus

Total RNA was extracted from pools of E15 and adult lateral ventricular choroid plexus (from a minimum of 10 individuals in each pool) using the RNeasy Mini Kit, Qiashredder columns and gDNA removal columns according to standard supplier protocol (Qiagen, Valencia, CA, USA). Approximately 2 µg of total RNA from each of the six independent samples (three E15, three adult) were processed and hybridised to a GeneChip Mouse Exon 1.0 ST Array (Affymetrix, Santa Clara, CA, USA) using standard procedures (www.affymetrix.com). Microarray hybridisation and gel capture was performed by the Microarray Core Facility at the University at Albany Centre for Functional Genomics (Rensselaer, NY, USA). Array experiments were conducted according to the Minimum Information About a Microarray Experiment (MIAME) guidelines [26]. A checklist of these guidelines is provided in **Table S2**. An excel spreadsheet of the full comparison dataset is provided as **Table S3** and the array data have been deposited into the Gene Expression Omnibus (GEO, http://www.ncbi.nlm.nih.gov/geo/) with series accession number (GSE33009) and sample accession numbers (GSM818292, GSM 818293, GSM818294, GSM818295, GSM818926, GSM818927).

#### Affymetrix data analysis

For gene level analysis, the Affymetrix Power Tools software (Affymetrix) was used to normalise scanned images and to summarise the probe set. Briefly, raw array data was RMA normalised (robust multichip analysis, [27]) per chip median and filtered to include the top 80th percentile of genes expressed. Following an un-paired *t*-test (*p*<0.05), a Benjamini-Hochberg false discovery rate correction [28], [29] was applied before subjecting the list to a fold change cut-off of two. Further, more stringent discrimination of target lists was achieved using GoMiner™ software (Application Build 253; [30]). Targets were sorted using a combination of molecular and biological gene ontology terms.

### Real-Time qPCR validation

Total RNA was prepared from lateral ventricular choroid plexus as outlined above. First-strand cDNA was synthesised using a High Capacity RNA-cDNA conversion kit (Applied Biosystems, Carlsbad, CA, USA). Real-time PCR was performed using SYBR Green assay using the 7900HT Fast Real Time PCR System running SDS2.3 software (Applied Biosystems). Gene expression was determined relative to levels of expression of the transferrin receptor using the ΔΔCt method. Gene expression for transferrin receptor has been shown not to change during plexus development [31]. Standard deviations were calculated from triplicates of three separate samples in each instance. Primers for target genes were designed using the OligoPerfect™ Designer (Invitrogen, Carlsbad, CA, USA) and are listed in **Table 1**.

**Table 1:** Primers (5′→3′) used for qPCR validation of targets from array dataset.

Gene	Forward	Reverse
*Gypa*	GCATGGGTGAAAGCGTTAGT	GCCACAAAGCCTCTGAGTTC
*Gypc*	CCCCTCAGCTGTGCTATCTC	CCCTACAACATTCGGAGGAA
*Sparc*	GAGGGCCTGGATCTTCTTTC	CACGGTTTCCTCCTCCACTA
*Vamp1*	CTCCTCCCAACATGACCAGT	ACTACCACGATGATGGCACA
*Vamp5*	CCAAGACTTTAGCCCAGCAG	CTCGGAAGAAAGACGACCAG
*Vamp8*	CCTCCGAAACAAGACAGAGG	ACAGGGACTGAGCAGCACTT
*Tfrc*	TCGCTTATATTGGGCAGACC	CCATGTTTTGACCAATGCTG
*Abca2*	CATCTTGTGTGGCAACAACC	AAGCTTCGGATCTCTGTGGA
*Abca4*	AGGGAGAGCTGTGGTTCTCA	AGCAAGTCGTCCTTTGGAGA
*Abca5*	GGACAAATTCAGCCTTTCCA	GAAAGACTTGCGGCTACCAG
*Abca7*	GTTCTCTGGAGCTGGTTTCG	CAGGGCTGAGACTGTTGTCA
*Abcb2*	CAGAGAACCTGGGAGCAAAG	CACAACGCCACATAAACCAG
*Abcb3*	CCTGCCTTTCCTCATAGCTG	CCTGTCTTGGTCTCCTGGAA
*Abcb6*	CTGGCTGACATCATCATTGG	CGAAACTTGGCTCTCCACTC
*Abcb9*	GCGGTATTTTCACCCTCGTA	GCGGTTCTCATCAAAGAAGC
*Abcc1* (MRP)	CCCAGTGGGAACCTAGTGAA	CTGACTCCCAGCAAGGTCTC
*Abcg2* (BCRP)	TCACTGACCCTTCCATCCTC	AATCCGCAGGGTTGTTGTAG
*Abcg5*	GTCCTGCTGAGGCGAGTAAC	GCAGCATCTGCCACTTATGA
*Abcg8*	CCTCCGATTGCTTCTTTCAG	GGCAATCAGAGTCAACAGCA

### Laser capture and single cell PCR

Laser-capture microdissection was performed on paraffin-embedded tissue sections of E15 and adult mouse lateral ventricular choroid plexus. Randomly selected sections containing lateral ventricular choroid plexus were immunostained with antibodies to mouse albumin raised in goat (1∶5000, abcam, Cambridge, MA, USA, ab19194) or to mouse total plasma protein raised in rabbit (1∶5000, DAKO, Glostrup, Denmark, ZO177). For a list and specification of antibodies refer to **Table 2**. After washing with PBS+Tween20, sections were incubated with appropriate secondary antibodies conjugated to peroxidase (donkey anti-goat, 1∶1000, Millipore/Chemicon, Vienna, Austria, AP180P; goat anti-rabbit, 1∶1000, Sigma, A-9196). Final visualisation was completed with the 3,3′-diaminobenzidine reaction (DAB Kit, DAKO). Laser microdissection of immunopositive or immunonegative cells was performed with a Leica AS LMD microscope (Leica, Vienna, Austria) and captured cells placed in an RNase-free PCR cap. PCR was performed on single cells or on groups of 2–5 cells (negative controls). Extracted total RNA was directly transcribed into cDNA using the High Capacity RNA-to-cDNA master Mix (Applied Biosystems). PCR was performed using the smallest available intron-spanning TaqMan Gene Expression Assay (with amplicons <100 bp, Applied Biosystems) for *Sparc* (assay ID: Mm00470030_ml), *Glycophorin A* (*Gypa*, assay ID: Mm00494848_ml) and *Glycophorin C* (*Gypc*, assay ID: Mm00503602_ml). Amplification efficiency of the house-keeping gene *hypoxanthine-guanine phosphoribosyltransferase* (*Hprt*, assay ID: Mm01545399_ml) was used as an internal control. PCR products were separated on an agarose gel and stained with ethidium bromide.

**Table 2:** List and characterisation of antibodies.

Immunogen	ManufacturerSpecies/TypeCatalogue Number	Dilution/Application	Characterisation	Controls
Mouse albumin	abcamGoat/Polyclonal 1°ab19194	1∶1000/IHC	Stains expected band of *M_r_* 69×10^3^ on Western blot of whole mouse plasma.	Staining abolished after pre-incubation with purified mouse albumin.
Purified full length human Glycophorin A protein	abcamRabbit/Polyclonal 1°Ab35032	1∶10000/IHC	Stains expected band of *M_r_* 40×10^3^ on Western blot of whole mouse plasma and kidney tissue extract.	Staining abolished after pre-absorption with mouse plasma.
Recombinant full length human SPARC protein	abcamRabbit/Polyclonal 1°ab14174	1∶10000/IHC	-	Staining abolished after pre-absorption with human plasma.
Recombinant SPARC expressed in human embryonic kidney line HEK-293	Chemicon (Millipore)Rabbit/Polyclonal 1°AB1858	1∶100/IHC1∶2500/IHC1∶400/WB	Stains expected band of *M_r_* 34×10^3^ on Western blot of whole mouse plasma and kidney tissue extract (see **Fig. 4D**).	Staining abolished after pre-absorption with kidney tissue extract.
Purified immunoglobulin fraction of rabbit antiserum (total plasma protein)	DAKORabbit/polyclonal 1°Z0177	1∶2000/IHC	Reacts with mouse serum proteins (crossed immunoelectrophoresis) – at least 25 immunoprecipitates appear after staining with Coomassie Brilliant Blue (supplier bulletin).	Staining abolished after pre-incubation with mouse serum.
Immunoglobulins, mainly IgG, isolated from rabbit serum	DAKOSwine/polyclonal 2°Z0196	1∶200/IHC	-	-
Purified polyclonal IgG prepared from pooled mouse serum	DAKORabbit/polyclonal 2°Z0259	1∶200/IHC	-	-
	DAKORabbit/polyclonal 2°Z0228	1∶200/IHC	-	-

Abbreviations: 1°, primary antibody; 2°, secondary antibody; IHC, immunohistochemistry; WB, western blot.

### Immunocytochemistry

#### Total protein and albumin staining – cell counting

Selected 5 µm paraffin-embedded sections were dewaxed by heating to 60°C and immersion in histolene, rehydrated through graded alcohols and incubated with Peroxidase and Protein blocking agents (DAKO) for 2 hours each in a moist chamber at room temperature. After washing in PBS+Tween20, sections were incubated in an antibody against mouse serum raised in rabbit (1∶2000; DAKO, Z0177) or against mouse albumin raised in goat (1∶1000; abcam, ab19194) overnight at 4°C. The following day, sections were washed in PBS+Tween20 and incubated in appropriate secondary antibody (see **Table 2**) for 2 hours. A final incubation in species-specific peroxidase anti-peroxidase (1∶200) for 2 hours at room temperature was completed before antibodies were visualized with DAB (DAKO) for 5 minutes. The reaction was halted distilled water, before sections were dehydrated through graded alcohols and mounted with Ultramount #4 mounting medium (Fronine, Melbourne, VIC, Australia). Positive staining was recognised as a brown colour. Negative control sections included those where the primary antibody was omitted; these always appeared blank. Antibody dilutions were made in PBS-Tween20 buffer with 0.2% fish gelatine (Sigma).

Cell counting was performed on total plasma protein and albumin stained sections. Data are provided in **Table S1**.

#### SPARC and Glycophorin A immunocytochemistry

In some experiments sections were deparaffinised in xylene, rehydrated through graded alcohols, treated with a 0.5% solution of hydrogen peroxide in methanol for 15 minutes to quench endogenous peroxidase and then rinsed in TRIS buffered saline (TBS, 5 mM Tris-HCl, 146 mM NaCl, pH 7.6). Non-specific binding was inhibited by incubation for 30 minutes with blocking buffer (ChemMate antibody diluent S2022, DAKO) at room temperature. The sections were then incubated overnight at 4°C with one of two rabbit polyclonal antibodies against human SPARC (1∶10000; abcam, ab14174; or 1∶2500; Millipore/Chemicon, AB1858, see **Table 2**) or a rabbit polyclonal antibody against human GYPA (1∶10000, abcam, #35032). The two antibodies against SPARC gave similar appearances however the abcam antibody gave better definition of the reaction product. The sections were washed with TBS and incubated for 30 minutes with a peroxidase-labelled polymer conjugated to goat anti-rabbit/mouse immunoglobulins (EnVision™+ System/HRP K5007, DAKO). The sections were washed with TBS, followed by incubation for 6 minutes with DAB chromogen solution. Positive staining was recognized as a brown colour. The sections were counterstained with Mayer's haematoxylin and dehydrated in graded alcohols followed by xylene and coverslipped with DPX mounting media (Merck, Darmstadt, Germany). Antibody dilutions were made in blocking buffer (DAKO). Negative control sections were prepared by omitting the primary antibody and always appeared blank. Positive control sections were of mouse kidney (supplier technical bulletin and [32], [33] and were always positive.

### Western blot

To prepare samples for western blotting analysis, equal weights of plexus tissue were defrosted on ice and mixed with 20 µl PBS (with 0.2% Tween20) before disrupting with a glass mortar and pestle. Tissue was then centrifuged (3 minutes at 900 g, 4°C) to pellet excess cellular debris. Tissue homogenate (10 µl) was mixed with 2.5 µl sample buffer (0.5 M Tris-HCl, 0.4 M glycerol, 0.2 M β-mercaptoethanol, 10% w/v sodium dodecyl sulphate (SDS), 0.5% bromophenol blue, in distilled water). Samples were loaded on 10% Tris-HCl polyacrylamide gels (BioRad, Gladesville, NSW, Australia), with 4 µl of Kaleidoscope Molecular Weight Standard (BioRad). Gels underwent electrophoresis at constant voltage (100 V) in running buffer (25 mM Tris base, 192 mM glycine, 0.1% w/v SDS) for approximately 40 minutes, washed in cold Towbin buffer (25 mM Tris base, 192 mM glycine, 20% w/v methanol; [34]) and transferred at 200 V for 60 minutes to polyvinylidene difluoride membranes (BioRad). Membranes were blocked in a blocking solution of Towbin–Tween buffer (0.1 M Tris, 1.5 M NaCl, 0.1% Tween 20) with 50% low-fat soy milk overnight at 4°C. Membranes were probed using antibodies to mouse SPARC (1∶400, Millipore/Chemicon, AB1858) or antibodies to mouse GYPA (1∶500, abcam, ab20057), both raised in rabbit. Antibodies were diluted in blocking solution (see above). Incubation with primary antibody was for 2 hours at room temperature. Following washing in Towbin–Tween buffer, membranes were incubated with swine anti-rabbit immunoglobulins (1∶500, DAKO, Z0196) for 2 hours at room temperature. Membranes were washed and incubated for a further 2 hours with rabbit peroxidase anti-peroxidase (1∶500, DAKO, Z0113). After washing, specifically bound antibody was detected using DAB tablets dissolved with urea (DAB Plus kit, Sigma). The reaction was stopped in distilled water and membranes dried overnight before being photographed. Kidney was chosen as a control tissue as both SPARC and GYPA are known to be present in this organ [32], [35].

A list of all antibodies used in immunohistochemical, western blot and single-cell PCR methods is provided in **Table 2**.

### Statistical analysis

For statistical analysis InStat3 software (GraphPad, La Jolla, CA, USA) was used to perform Student's *t*-test and one-way ANOVA (Dunnett or Tukey post-hoc test) as appropriate.

## Results and Discussion

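Lateral ventricular choroid plexus from Swiss Webster mice was pooled within each age, and RNA from 3 separate pools at E15 and 3 from adults was hybridized to Affymetrix mouse exon arrays, with 1 pool on each of the 6 arrays. The sample labels give 30 embryos in each E15 pool and 10 mice in each adult pool, and the methods give a minimum of 10 individuals in every pool. The supplementary description instead gives about 100 embryos and at least 5 adults for an array. The supplementary description of the experiment states that the embryos were not sexed and that the adults were female. The authors normalized the arrays by robust multi-array averaging, applied an unpaired test with Benjamini-Hochberg correction at 0.05, and kept transcript clusters with a fold change of at least 2. A transcript cluster is the set of exon probe sets on the array that together measure 1 gene. The deposited values are on the log2 scale with 1 value per age for each cluster, the 3 arrays of an age having been merged by the authors. Both values of a cluster are centred near 0, so they hold the difference between the ages and no absolute level of expression. From here on, a difference is the adult value minus the E15 value, and a fold is 2 to the size of that difference. With merged values there is no replicate spread, so no error or test accompanies any of the values, and the number of arrays limits their precision. The gene-level table holds only clusters that passed the authors' thresholds. A second table lists clusters by splicing index, a score for exons whose change departs from that of the whole gene, and gives the same pair of values for many clusters below 2-fold. Genes were found by their symbol. Where a gene had a cluster of its own this cluster was used, and otherwise the cluster it shares with other symbols. For a gene of the paper's tables with clusters in both directions, the direction given there was taken first.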

In order to identify different macromolecular transporters and changes in gene expression at the blood–CSF barrier in mouse development, Affymetrix GeneChip analysis was used to compare gene expression in choroid plexus collected from embryo versus adult mice. A previously described cell-counting method was used to ascertain the number of total and protein positive epithelial cells in the lateral ventricular choroid plexus of the mouse [18], [21], [36]. These data (provided in **Table S1**) were used to determine which age had the highest percentage of plasma protein positive choroid plexus epithelial cells to be compared with the adult in a microarray screen, thus E15 was chosen for comparison with adult. Lateral choroid plexus was chosen as this is the tissue on which most of the previous data on protein transfer are available [15], [16], [18], [21].

### Microarray results

In total, 23239 probe sets displayed positive hybridization to the Affymetrix GeneChip. The relative gene expression in the plexus is graphically represented by a dot plot (**Fig. 2A**), where each dot represents a single probe set on the Affymetrix GeneChip, with the X and Y logarithmic axis representing the two ages used in the study. From this analysis the bulk of the genes expressed in the lateral ventricular choroid plexus lies near the diagonal axis, indicating that the expression levels do not differ between the two ages (i.e. fold change ≤2). 

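Values for clusters near the diagonal are held only where the splicing index list includes them. Of the 3369 clusters in the authors' deposited table of splicing indices, 2084 (61.9%) differed by less than 2-fold between the ages and 1285 differed at least 2-fold. The list was selected on the index, so this is not the share among all genes on the array. Among its 2151 clusters that are not in the gene-level table, the median size of the difference was 0.51, a fold of 1.43, and 67 differed at least 2-fold by their merged values, 25 of them higher in adult and 42 higher at E15. Clusters in neither table were not analysed here.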

Genes lying on or near this line were not included in further analysis, as the current study was focussed on describing those genes with altered expression in development. However, the large population of genes that did not significantly change their expression indicates a high degree of developmental maturity of the plexus even as early as E15 (three days after the lateral ventricular plexus first begins to develop). 

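The gene-level table was counted by the sign of the difference in each transcript cluster. It holds 1805 clusters, 880 with the higher value in adult and 925 (51.2%) with the higher value at E15. The smallest fold in the table was 2.00. The median fold was 2.67 among clusters higher in adult and 2.78 among those higher at E15. Folds of 10 or more were found for 29 clusters in the first group and 32 in the second. Several gene symbols share a cluster in 106 cases, and 3 clusters carry no symbol. Re-centring the values of each age on the median of the table was the alternative that moved the split most. It adds 0.85 to every difference, and 280 of the 1160 clusters then still past 2-fold (24.1%) were higher at E15. All 880 clusters higher in adult stay past 2-fold. The table holds only clusters past 2-fold, so the median of each age falls at the edge of the gap around 0. The size of the shift follows from that and says nothing about the true split. All differences in the table are larger in size than this shift, so no cluster could change its direction.

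**Figure D1:**
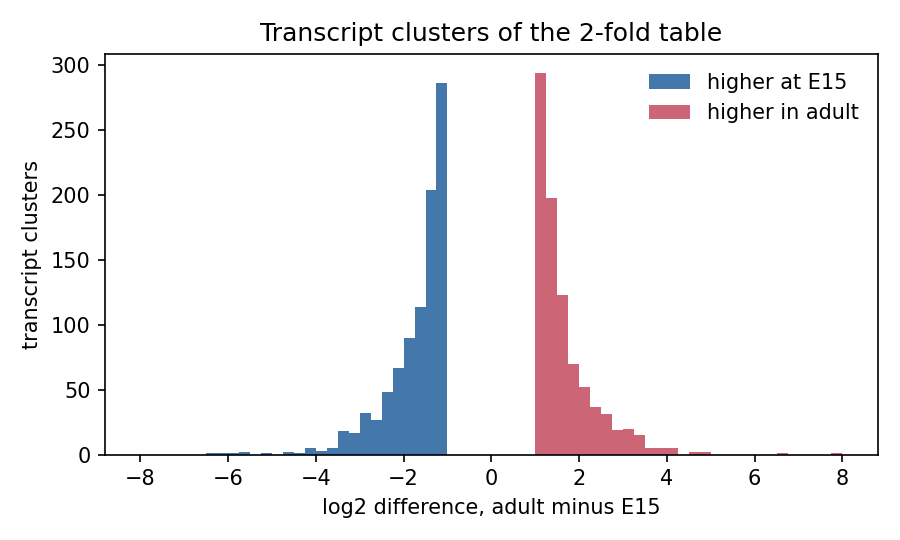
Number of transcript clusters (vertical axis) by log2 difference, adult minus E15 (horizontal axis), for the 1805 clusters of the gene-level table. Blue bars are the 925 clusters higher at E15 and red bars the 880 higher in adult, with the gap around 0 left by the 2-fold threshold.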

The number of probe sets that displayed changes in expression that were 2-fold or higher was 1805, of which 925 were enriched at E15 and 880 were enriched in the adult (see **Table S3**). 

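The largest difference in adult was that of the prolactin receptor Prlr (cluster 6828699), at 7.87, a fold of 234. A second cluster shared by Agxt2 and Prlr had a fold of 97.1. Cox8b, Kl, D12Ertd647e, Scd1, Tgfb2, a cluster of histone H2B genes that includes Hist1h2bc, Maob and Inmt followed, with folds from 28.8 for Cox8b to 17.8 for Inmt. Another cluster of histone H2B genes (6805380) that also carries Hist1h2bc went the other way, with a difference of -3.24, so these shared symbols have no single direction. At E15 the largest difference was that of H19 (cluster 6972314), at -6.34, a fold of 80.9. Slc16a10, Gpc3 with a fold of 60.4 and Chodl with 50.5 came next. The embryonic beta-like globin Hbb-y, a cluster without a symbol (6805270), Top2a, the Y-linked Ddx3y, Rspo2 and Hist1h1b completed the 10 largest, the last with a fold of 17.6.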

The top 50 enriched genes are listed in **Table 3**. More stringent discrimination was applied to the gene list using GoMiner™ software (Application Build 253; [30]). Criteria were applied to identify gene targets according to their biological process, molecular function (transporter activity, receptor or vesicle-mediated transport, ion channel, ATPase, ATP-binding) or cellular component (tight junction, plasma membrane). We have previously suggested the presence of putative plasma protein-binding molecules at the blood–CSF barrier [17], [20], [22], therefore additional classification using molecular function (protein binding) was also carried out. 

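Classes were counted from the ontology text that the gene-level table gives for each cluster, a cluster being counted when the term occurred anywhere in it. Cell adhesion was found for 106 clusters, 65 of them higher at E15 (61.3%, 95% Wilson interval 51.8 to 70.0). Ion transport was found for 101 clusters, of which 34 were higher at E15 (33.7%, interval 25.2 to 43.3), and transporter activity for 83, of which 30 were (36.1%, interval 26.6 to 46.9). Ion channel activity was found for 44 clusters, 20 of them higher at E15 (45.5%). ATP binding was found for 181 clusters, 100 of them higher at E15 (55.2%), and ATPase activity for 34, with 14 (41.2%). Protein binding was the largest class, with 479 clusters and 249 higher at E15 (52.0%). Receptor activity was found for 165 clusters, tight junction for 10 and immune response for 38, of which 85, 5 and 12 were higher at E15. The intervals treat clusters as independent, which genes of 1 class are not. Leaving out annotations inferred electronically moved these counts most, to 27 clusters for ATP binding, and it raised the E15 share of ion channel activity to 63.6% of 11 clusters.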

Following classification into these broad biologically coherent categories, several classes of genes with altered expression in development were identified: cell adhesion (118 targets, **Table S4**), ion transport (101 targets, **Table S5**), solute carriers (56 targets, **Table S6**), efflux transporters (181, **Table S7**) and the largest group - protein binding (480 targets, **Table S8**, see also **Fig. 2B**). The relevant functional data sets are available as **Tables S4, S5, S6, S7, S8**. This report will concentrate on genes known to be associated with brain barrier function: tight junction and cell adhesion molecules, ion and water channels, efflux and influx transporters (especially potential protein transporters).

**Figure 2:**
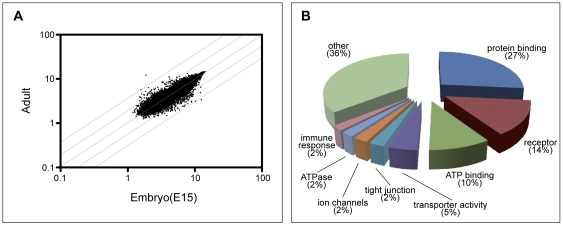
Gene expression in lateral ventricular choroid plexus of E15 and adult mice. **A.** The data are presented in a dot plot on a logarithmic scale, where each point represents a separate probe set on the GeneChip. Only probe sets that hybridized are represented, with no absent probe sets present in the plot. Data presented in plot are representative of a single GeneChip experiment, however three biological replicates were completed. Probe sets lying on the diagonal axis indicate similar levels of expression at E15 and adult. Validation using qPCR was completed on a select number of targets (see **Fig. 3** and **4**). **B.** Pie chart of the percentage of gene ontology of 1803 genes with altered expression in mouse lateral ventricular choroid plexus between the two ages. Protein binding, receptors and ATP binding genes accounted for 50% of all genes altered during development.

**Table 3:** Top 50 genes enriched in the embryonic (A) or adult (B) lateral ventricular choroid plexus of the mouse.

(A) Gene	GenBank ID	Fold Change	(B) Gene	GenBank ID	Fold Change
*H19*	BC025150	81.0	*Prlr*	BC096586	234.3
*Slc16a10*	BC052877	66.8	*Agxt2*	M22959	97.1
*Gpc3*	BC036126	60.4	*Cox8b*	BC086930	28.8
*Ddx3y*	BC021453	24.1	*Kl*	AB005141	27.4
*Rspo2*	NM_172815	19.3	*D12Ertd647e*	BC128276	25.3
*Hist1h1b*	NM_020034	17.6	*Scd1*	BC007474	24.1
*Ccna2*	BC052730	17.1	*Tgfb2*	BC011170	18.5
*Igf2bp1*	BC051679	16.6	*Hist1h2bc*	BC019673	18.3
*Racgap1*	AB030252	16.0	*Maob*	BC113788	17.9
*Sulf2*	AK129316	15.9	*Inmt*	BC013518	17.8
*Abcg5*	AF312713	14.1	*Cpxm2*	AF017639	16.4
*Ccdc67*	BC096547	13.1	*Npal2*	BC030399	15.5
*4930579J09Rik*	AY032666	12.8	*Sod3*	U38261	14.8
*Ppic*	M74227	12.1	*Sult1c2*	AY005469	14.5
*Slc6a15*	AY149280	11.4	*Ltc4s*	U27195	14.2
*Bex1*	BC058805	11.3	*Slc5a5*	AF235001	13.6
*Tpx2*	BC060619	11.2	*Tmem184a*	BC026659	13.3
*Fscn1*	BC052408	11.1	*Ppp2r2c*	BC059811	13.1
*Nrk*	AB020741	10.7	*Sytl2*	AB057754	12.3
*Rassf4*	BC060709	10.6	*F5*	U52925	11.7
*Prom1*	AF039663	10.6	*Sfrp5*	BC032921	11.7
*Tmem26*	BC117502	10.3	*BC055107*	BC055107	11.1
*Prc1*	BC059808	10.0	*Steap1*	BC061023	10.8
*Asb4*	BC046819	9.7	*Chdh*	BC039186	10.8
*Slc40a1*	AF231120	9.6	*Il1r1*	M20658	10.2
*Wfikkn*	AY308804	9.6	*Acsl6*	AY786360	10.2
*Rspo3*	AB055811	9.4	*Pla2g5*	AF162713	10.2
*Cdc2a*	U58633	9.2	*Ccl9*	U15209	10.2
*Gli3*	NM_008130	9.1	*Plek2*	AF170564	10.1
*Gdf5*	U08337	9.0	*Abca4*	AF000149	9.7
*Col3a1*	BC043089	8.8	*Rdh5*	AF033196	9.7
*Fn1*	BC051082	8.7	*Scx*	BC062161	9.6
*Plk1*	L19558	8.6	*Slc39a4*	BC023498	9.6
*Crabp2*	M35523	8.6	*Klf9*	Y14296	9.6
*Pbk*	BC020099	8.5	*Rrh*	BC046288	9.6
*Bub1b*	AF107296	8.4	*Igsf5*	BC004806	9.6
*Kif11*	BC060670	8.2	*Lrrtm2*	AY182027	9.4
*Kit*	BC052457	8.1	*Ppp1r1b*	BC011122	9.3
*Fstl1*	M91380	7.9	*Crhr2*	U19939	9.0
*A230106N23Rik*	BC116972	7.9	*Cd74*	BC096435	9.0
*Calcrl*	AB015595	7.8	*Nos1*	D14552	8.9
*Ccnb2*	BC008247	7.7	*Kcnh1*	U04294	8.9
*Sema6a*	BC059238	7.7	*Bdkrb1*	BC120684	8.8
*Pnck*	AF181984	7.7	*Car5b*	AF192978	8.7
*Ctnna2*	BC079648	7.6	*Gabrb1*	BC130258	8.6
*Col4a1*	J04694	7.5	*Slc41a2*	NM_177388	8.5
*Mfap2*	L23769	7.5	*Gpr37l1*	AB016602	8.5
*Cercam*	D16263	7.5	*Me3*	BC099935	8.4
*Casp7*	D16263	7.5	*Sult4a1*	BC054757	8.4
*Vcan*	BC115766	7.4	*Aox1*	AB017482	8.4

The top 50 most enriched lateral ventricular choroid plexus-specific gene targets in the embryo (**A**) or adult (**B**). Fold change column represents the increases in the number of transcripts for each gene compared to levels in opposing age (eg. a fold change of 3.0 for an embryonically enriched gene has expression 3-times higher than the adult). For full data set, refer to **Table S3**.

### Cell adhesion and tight junction genes

Tight junctions form the structural basis of the blood–brain and blood–CSF barriers [9], [37]. The physiological function of tight junction complexes in restricting paracellular diffusion between blood and the CSF is present very early in development [38], [39]. Key ultrastructural components such as the number and complexity of protein strands that make up the junction have been shown not to change significantly between very early gestation and adult [40]. Many of the typical proteins found in tight junctions such as ZO-1, occludin and claudins 1, 3–18 and 23 were present in the GeneChip array screen of mouse lateral ventricular choroid plexus. 

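Tjp1, the gene of ZO-1, was in the gene-level table with a difference of -1.01, a fold of 2.02 toward E15. Cldn11 had a fold of 2.00 toward E15 and Cldn12 a fold of 2.07 toward adult, both at the edge of the 2-fold threshold. Cldn6 was present only in the splicing index list, with a difference of -0.84. The gene of occludin, Cldn1, Cldn23 and the remaining claudins from 3 to 18 had no entry in either table, so no value is held for them.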

Their expression was similar at E15 and adult (**Table 4** and **Table S4**). *Cldn2* (Claudin 2) and several junctional transmembrane molecules, cytoplasmic adaptors and regulatory small GTPase transcripts did show an age-dependent enrichment in the lateral ventricular choroid plexus (**Table 4**). In particular, *Cldn2* was up-regulated 4-fold in the adult plexus. In contrast, in the embryo, the junctional adhesion molecule *Jam3*, proposed to be an integral part of tight junction complexes, displayed a 3-fold higher expression. 

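Cldn2 (cluster 7014115) had a difference of 2.10, a fold of 4.28 toward adult. The difference of Jam3 (cluster 6994157) was -1.67, a fold of 3.18 toward E15.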

The higher expression of *Jam3* in the developing plexus is important as this protein has been implicated in the establishment of the earliest cell-to-cell contacts that even precede tight junction formation [41]. The *Racgap1* (Rac GTPase activating protein 1), also important for the establishment of junctions, was enriched 16-fold at E15. 

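For Racgap1 (cluster 6838469) the difference was -4.00, a fold of 16.0. It belongs to a list of 67 genes of the cell cycle written before the data were examined, and all 58 clusters of that list in the gene-level table were higher at E15. The paper had already given the direction of some of them. The 39 clusters that it does not name were all higher at E15.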

Rac-1, in general, is a major regulator of barrier function and its activation is important for tight junction formation, which along with activation by Tiam1 controls tight junction biogenesis by binding to and activating the Par polarity complex [42]. Additionally, *Cdh2* (cadherin-2/N-cadherin) and *Cdh11* (cadherin-11), both up-regulated in the embryonic choroid plexus (**Table 4**) appear to be important in delineating compartments in the embryonic brain [43], [44] but have not previously been identified in the choroid plexus. 

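The cluster of Cdh2, shared with a predicted gene, had a difference of -1.77 and a fold of 3.42. For Cdh11, whose cluster is shared with a cDNA clone, they were -1.90 and 3.73.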

*Pcdh18* (protocadherin-18, 6.8-fold increased expression in the embryo) is involved not only in cellular migration during development, but also in cell adhesion [45].

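The difference of Pcdh18 (cluster 6904856) was -2.78, a fold of 6.88.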

**Table 4:** Tight junction and associated proteins enriched in mouse lateral ventricular choroid plexus.

(A) Gene	GenBank ID	Fold Change	(B) Gene	GenBank ID	Fold Change
**Transmembrane**					
*Pcdh18*	BC052198	6.9	*Igsf5*	BC004806	9.6
*Cdh5*	BC054790	4.3	*Cldn2*	BC085494	4.3
*Cmtm3*	AY241870	4.0	*Marveld3*	BC025851	4.2
*Cdh2*	AB008811	3.4	*Cldn12*	BC024057	2.1
*Jam3*	BC024357	3.2			
*Cldn11*	BC021659	2.0			
**Cytoplasmic Adaptors**					
*Asb4*	BC046819	9.7	*Ankrd57*	NM_172939	4.9
*Ctnna2*	BC079648	7.6	*Ank*	DQ832285	3.3
*Lama4*	U59865	6.7	*Lin52*	BC048485	3.2
*Arhgap11*	AK129034	5.7	*Prkcz*	BC072590	3.0
*Dlg7*	AB076696	5.5			
*Cdh11*	BC046314	3.7			
**Regulatory Adaptors**					
*Racgap1*	AB030252	16.0			
*Rhobtb3*	AK129234	4.6			

List of proteins known to be associated with tight junctions that were up-regulated in either the embryo (**A**) or the adult (**B**) expressed as fold change compared to levels in other age. A full list of gene products involved in cell adhesion can be found in **Table S4**.

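Igsf5 is measured by a cluster (6843494) that it shares with Pcp4, so the value cannot be assigned to either gene alone. Its difference was 3.26, a fold of 9.57.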

In the adult *Igsf5* (immunoglobulin superfamily 5/Jam4) was up-regulated nearly 10-fold (**Table 4**). 

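Magi1 (cluster 6955653) was not in the gene-level table. The splicing index list gives it a difference of -0.77, a fold of 1.71 toward E15.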

The function of this adhesion molecule is dependent on simultaneous expression with other proteins such as Occludin, ZO-1 and Magi1 (membrane associated guanylate kinase with inverted domain structure-1) and were identified in the array screen but displayed no enrichment at either age. Occludin, Marveld2 (tricellulin) and Marveld3 are involved in stabilisation of tight junctions; transcripts for all 3 were detected, but only Marveld3 was differentially regulated (up 4.2-fold in the adult plexus). 

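The difference of Marveld3 (cluster 6985288) was 2.08, a fold of 4.23. Marveld2 had no entry in either table.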

Although important for the stabilisation of tight junctions, lower expression of Marveld3 is reported not to disturb junction formation but does increase the trans-epithelial electrical resistance in cultures of epithelial cell lines [46], suggesting that Marveld3 may also be important for mediating paracellular ion permeability.

Genes coding for other intracellular accessory tight junctional proteins such as *Dlgh1/5*, *Mpp1/5/6/7*, and *Mpdz* were present in the embryo and showed no change in expression level compared to adult. These intracellular proteins are important components of the tight junction complex structure for two reasons: firstly they anchor the junction to the cytoskeleton; and secondly they may help to regulate the overall function of the structure [38]. 

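Of these genes, Mpp1 and Mpp6 were in the gene-level table. Mpp1 was higher in adult with a difference of 1.32, a fold of 2.50, and Mpp6 was higher at E15 with a difference of -1.51, a fold of 2.85. Mpdz was present only in the splicing index list, with a difference of 0.97, a fold of 1.96 toward adult. Dlg1, Dlg5, Mpp5 and Mpp7 had no entry in either table.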

Though these molecules are important for junction integrity they are not definitive for the barriers of the brain, but are more broadly components of tight junctions throughout the body [38]. 

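Pard3 (cluster 6979993) was present only in the splicing index list, with a difference of -0.26, a fold of 1.20. Cgnl1, the gene of cingulin-like 1 (cluster 6996703), was in the gene-level table with a difference of 1.32 and a fold of 2.49 toward adult.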

The specific brain barrier accessory proteins *Pard3* and *Cingulin-like 1* (*jacop*) described by Daneman et al. [2] were unchanged in the lateral ventricular choroid plexus in development. This expression of these tight junction–specific molecules at E15 supports the previously described physiological and EM studies demonstrating functional maturity of the blood–CSF barrier even in very early developing brain [39].

The kinesin family member protein, *Kif11*, essential for moving vesicles and organelles within cells along microtubules, was increased 8-fold in the embryo compared to the adult, which could point to a greater importance of these intracellular transport mechanisms in the embryo. 

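Kif11 (cluster 6869503) had a difference of -3.03, a fold of 8.18. It is a member of the cell cycle list. In a list of kinesins and kinesin light chains that carry cargo, written after the cell cycle list had been looked up, 3 clusters were in the gene-level table, and 0 of them were higher at E15. These were Kif5a, with a difference of 1.19, and a pair of clusters of Kif1c. A further 5 clusters of that list were present only in the splicing index list, and 2 of these were higher at E15, Klc1 with a difference of -0.17 and a cluster that Kif21b shares with Rpl18 with -0.90.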

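The differences of Kif2c, Kif20a, Kif22 and Kif23 were -2.87, -2.45, -2.01 and -2.01. Their folds toward E15 were 7.32, 5.47, 4.04 and 4.03.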

Other family members, *Kif2c* (important for removal of tubulin dimers from microtubules), *Kif20a*, *Kif22* and *Kif23* were all up-regulated in the embryo, 7.3-, 5.5-, 4.0- and 4.0-fold respectively. Both *Kif11* and *Kif2c* are highly ATP-dependent, in line with the highly metabolically active nature of these cells. These genes may be important in mechanisms that involve vesicular transport (see below).

### Ion transporters and channels

A key component of the internal environment of both the adult and developing brain is the stability of the ionic composition of the CSF, which is usually assumed to reflect that of brain interstitial fluid. The ionic composition of CSF in developing brain is different from the adult. Some CSF/plasma gradients are established very early in development, indicating the integrity of tight junctions is already restricting paracellular pathway diffusion of ions and that there are active ion pumps in the plexus epithelial cells (see [9] for summary). In the adult, the key mechanisms involved in CSF secretion are carbonic anhydrase, which generates HCO_3_^−^ that is transported across the epithelial cells and the sodium-potassium exchanger (Na+/K+ ATPase) in the apical membrane of the plexus epithelial cells [47]. In fetal rat choroid plexus the levels of carbonic anhydrase and Na+/K+ATPase are known to be much less than in the adult [8]. Similar results were obtained in the present study (**Table S3**). Thus the alpha subunit of the Na+/K+ATPase (*atp1a2*) was up-regulated in the adult over 7-fold: similarly, the carbonic anhydrases (*CA5b*, *CA8*, *CA13*) were up-regulated 4- to 9-fold in the adult (**Table S3**).

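The beta subunit gene Atp1b1 (cluster 6763706) was higher in adult, with a difference of 1.70, a fold of 3.25. Among the carbonic anhydrases, the folds toward adult were 8.72 for Car5b, 3.58 for Car8 and 3.67 for Car13.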

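Clusters with a symbol that begins with Kcn, which covers potassium channel subunits and an interacting protein, numbered 11 in the gene-level table, 6 higher in adult and 5 higher at E15. The folds toward adult were 8.86 for Kcnh1, 5.35 for Kcnd3, 3.52 for Kcnh2 and 3.16 for Kcnk1. The 5 higher at E15, looked up after the values of the others were seen, were Kcnip1 (fold 5.34), Kcnk2 (2.88), Kcnj8 (2.37), Kcnmb4 (2.30) and Kcne2 (2.19). Trpm5 (cluster 6972342) had a difference of -2.80, a fold of 6.94 toward E15.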

In the adult there was also enrichment in potassium ion channels (*Kcnh1*, *Kcnd3*, *Kcnd3*, *Kcnh2* and *Kcnk1*) ranging from 3 to 8-fold of levels seen at E15 (**Table 5**), while very few potassium-only ion channels showed increased expression in the embryo (though *Trpm5*, a potassium, sodium, caesium and calcium ion channel was 6.9 fold enriched, **Table 5**). The major extracellular cation, sodium, is transported by a number of solute carrier (*Slc*) gene products. 

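The difference of Slc6a13 (cluster 6949591) was -2.21, a fold of 4.63 toward E15. Toward adult, Slc5a5 (cluster 6983235) had a difference of 3.76 with a fold of 13.6, and Slc24a4 (cluster 6797476) a difference of 2.96 with a fold of 7.79.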

Some were enriched in the embryo (*Slc6a13* – 4.6-fold, *Slc4a4* – 4.1-fold) and others in the adult (e.g. *Slc5a5* – 13.6-fold; *Slc24a4* – 7.8-fold, **Table 5** and **Table S5**). Anion transporters are also fundamental components for maintenance of the internal environment of the brain as well as CSF secretion, in particular Cl^−^ and HCO_3_^−^. Anion transporters known to be important in adult choroid plexus belong to the Slc4 family [46], [47]. 

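Slc4a1 (cluster 6791561) had a difference of -2.47, a fold of 5.53. It is also the band 3 anion exchanger of red blood cells and a member of the erythroid gene list, in which 7 of 8 clusters in the gene-level table were higher at E15. Slc4a4 (cluster 6932240) had a difference of -2.04, a fold of 4.12.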

Two that were up-regulated in the embryonic choroid plexus are *Slc4a1* (Cl^−^-HCO_3_ exchanger) and *Slc4a4* (Na^+^-HCO_3_^−^ co-transporter) see **Table 6**. No functional studies on individual ion transporters in developing brain or choroid plexus have been published, but it is possible to infer ion transport function from studies of CSF and plasma ion composition in the developing brain. Ion gradients between CSF and plasma are a characteristic of brain homeostasis [48]. Some ion gradients are established very early in brain development, for example Cl^−^ in fetal sheep [49] and neonatal rats [50]. This indicates that ion transport mechanisms are functional early in brain development, indicating functional activity of the ion transporters expressed in developing choroid plexus.

**Table 5:** Influx transporters and ion channels enriched in mouse lateral ventricular choroid plexus.

(A) Gene	GenBank ID	Fold Change	(B) Gene	GenBank ID	Fold Change
**Solute Carriers**					
*Slc16a10*	BC052877	66.8	*Slc5a5*	AF235001	13.6
*Slc6a15*	AY149280	11.4	*Slc39a4*	BC023498	9.6
*Slc40a1*	AF231120	9.6	*Slc41a2*	NM_177388	8.5
*Slc7a11*	AY766236	7.1	*Slc24a4*	AY156046	7.8
*Slc4a1*	BC053429	5.5	*Slc28a3*	BC013783	6.9
*Slc6a13*	BC029637	4.6	*Slc24a5*	AB085629	6.1
*Slc1a4*	BC043483	4.4	*Slc9a7*	BC058750	5.8
*Slc38a4*	AY027919	4.2	*Slc6a17*	AY155578	3.5
*Slc6a6*	L03292	4.1	*Slco1c1*	AY007379	5.2
*Slc4a4*	AF141934	4.1	*Slc4a10*	AK220501	5.0
*Slc7a1*	M26687	4.1	*Slc39a14*	AB177995	4.0
*Slc39a8*	BC006731	3.3	*Slc35f3*	BC115965	3.9
			*Slc13a4*	BC089161	3.9
			*Slc37a2*	AF121081	3.5
			*Slco1a5*	AF240694	3.4
			*Slc39a12*	BC089362	3.3
			*Slc46a1*	BC057976	3.2
			*Slc25a35*	BC019996	3.1
			*Slc22a5*	AF110417	3.0
**Ion Channels**					
*Racgap1*	AB030252	16.0	*Steap1*	BC061023	10.8
*Trpm5*	AB039952	6.9	*Kcnh1*	U04294	8.9
*Myb*	M12848	6.5	*Gabrb1*	BC130258	8.6
*Kcnip1*	AY171234	5.3	*Gabra4*	BC094603	7.9
*Gabrg*	BC099939	3.8	*Atp1a2*	BC036127	7.7
*Cngb3*	AJ243572	3.7	*Trpv4*	AF279672	7.6
*Ttyh3*	BC062917	3.6	*Chrnb4*	AF492840	6.9
*Gabra3*	M86568	3.4	*Nwd1*	BC024788	6.3
*Fxyd6*	BC051127	3.3	*Cacnb4*	BC026479	6.4
			*Slc9a7*	BC058750	5.8
			*Atp2a3*	BC026147	5.7
			*Atp13a4*	BC048410	5.6
			*Dmpk*	BC075715	5.4
			*Kcnd3*	AF107781	5.4
			*Trf*	BC092046	5.1
			*Pln*	BC061097	4.7
			*Best3*	AY450426	3.7
			*Kcnh2*	AF012868	3.5
			*Atp1b1*	BC094070	3.3
			*Kcnk1*	AF033017	3.2

Solute carriers and ion channels up-regulated in either the embryo (**A**) or the adult (**B**). In total, 157 targets were found for these gene ontology categories, with only those targets with fold change >3.0 shown above. A comprehensive list is presented in **Table S5, S6**.

**Table 6:** Expression and function of transporters in developing choroid plexus.

Transporter	Fold Change	Transport Function	Reference
*Slc16a10*	66.8	iodothyronines T3, T4	[92]
*Slc6a15*	11.4	neutral amino acids	[57]
* *Slc40a1*	9.6	iron	[93]
*Slc7a11*	7.1	cysteine, glutamate	[57]
*Slc4a1*	5.5	anion transporter, (Cl^−^-HCO_3_ exchange)	[46], [49]
*Slc6a13*	4.6	GABA transporter	[94]
*Slc1a4*	4.4	glutamate, neutral amino acids	[95]
*Slc38a4*	4.2	acidic & neutral amino acids	[57], [95]
*Slc6a6*	4.1	taurine	[57]
*Slc4a4*	4.1	Na^+^-HCO_3_^−^ cotransporter	[46]
*Slc7a1*	4.1	acidic amino acids	[57]
*Slc39a8*	3.3	zinc transporter	[96]

The expression levels for the transporters listed were obtained from Affymetrix array analysis of E15 and adult mouse choroid plexus. Only Slc4a4, Slc7a11 and Slc40a1 have previously been identified in choroid plexus. Fold change in expression compares E15 to adult choroid plexus. Superscript numbers indicate published studies showing transport into developing brain or CSF.

* Gene product ferroportin-1 identified in choroid plexus.

### Aquaporins

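Aqp4 (cluster 6863605) was in the gene-level table, with a difference of 1.25 and a fold of 2.38 toward adult. Aqp11 was present only in the splicing index list, with a difference of -0.05 that became 0.12 when the values of each age were re-centred on the median of that list. Aqp1, the other aquaporins from 2 to 9 and Aqp12 had no entry in either table.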

Aquaporins 1–9, 11, 12 were all expressed at similar levels in both embryonic and adult choroid plexus epithelial cells (**Table S2**). Only Aquaporin 1 has been established as having a clear function in water transport and CSF secretion in the choroid plexus [45]; it has previously been shown that this water channel is demonstrable immunohistochemically as soon as the choroid plexus differentiates and the expression level, as determined by real time RT-PCR did not change between E14 and adulthood [51].

### Amino acid influx transporters

Numerous members of the solute carrier gene family (*Slc*) of membrane transport proteins were present in the choroid plexus (**Table 5**, **Table 6** and **Table S6**). This large family (with over 300 members) is involved in the transport of many solutes across cellular membranes, and include ion channels and aquaporins (see above) facilitative transporters and active transporters. 

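Clusters with a solute carrier symbol (Slc or Slco) numbered 57 in the gene-level table, 22 higher at E15 and 35 higher in adult. A further 58 were present only in the splicing index list. No absolute level is held for a carrier, so the values cannot rank carriers by their expression.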

Three categories of expression of solute carriers were found in the developing mouse choroid plexus: those enriched in the embryo, those enriched in the adult, and those with relatively high expression levels that did not change with development. At E15, the mouse lateral ventricular choroid plexus contained many carriers involved in the transport of amino acids: *Slc16a10* (67-fold increase), *Scl7a11* (7-fold) and *Slc1a4*, *Slc38a4* and *Slc7a1* (all approximately 4-fold). These are summarised in **Table 6**. 

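Slc16a10 (cluster 6773432) had a difference of -6.06, a fold of 66.8. The difference of Slc7a11 was -2.82, a fold of 7.06. The folds of Slc1a4, Slc38a4 and Slc7a1 toward E15 were 4.36, 4.17 and 4.11. Slc1a3, Slc7a7 and Slc43a2 were also higher at E15, with folds of 2.16, 2.30 and 2.23.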

The transport of amino acids into the CSF and the developing brain is important for normal development. Most are directly involved in protein metabolism underlying cellular growth of the brain. Some are important because they act as carriers, for example, thyroid hormone transporters. The main ones so far described, *Slc16a2* (MCT8) and *Slco1c1* (Oatp14), have recently been identified in cerebral endothelial and choroid plexus epithelial cells of rat fetuses [52]. 

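Slco1c1 (cluster 6950725) was in the gene-level table with a difference of 2.38, a fold of 5.20 toward adult. Of the other members of these families, Slco1a5 (fold 3.37), Slc16a8 (2.91), Slc16a4 (2.63) and Slc16a1 (2.43) were higher in adult. Slc16a3 and Slc16a11 were present only in the splicing index list, with differences of -0.51 and 0.78.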

In the present study the expression levels of these transports were similar in E15 and adult choroid plexus, as were many other transporters in the MCT and Oatp families (**Table S3**). Another thyroid hormone transporter *Slc16a10* (TAT1, MCT10; [52]) showed strikingly high expression in embryonic choroid plexus (**Table 6**). However, *Slc16a10* has been previously reported as undetectable in the adult brain [53]. TAT1 (*Slc16a10*, MCT10) has also been proposed to be involved in endocytotic membrane sorting and recycling [54]; its expression in developing choroid plexus may be relevant to the protein transport mechanisms discussed below.

Direct measurement of amino acid transport in the brains of newborn animals has previously shown that many amino acids are indeed transported to a higher degree than in the adult [55]–[58]. This was supported by the finding in our study of enrichment of a large number of amino acid transporters at E15 (**Table 6**). In contrast, in the adult only one solute carrier responsible for the movement of amino acids was up-regulated (*Slc6a17*), although many more were actually present, either in levels not differing from the embryo, or less than at E15. **Table 6** indicates the available information on function of these transporter mechanisms in the developing brain; it is not yet possible to link directly the expression and transport function of individual genes in the developing brain. This is partly because many of the genes have only been identified recently, but also because of redundancy, the current experimental evidence is not adequate to define the function of individual genes. These earlier results from studies of amino acid transport are consistent with our overall finding of a higher level of expression of a large number of *Slc* genes in the embryonic choroid plexus compared to the adult.

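Slc6a17 (cluster 6908031) had a difference of 1.83, a fold of 3.54 toward adult. Further carriers of amino acids in the gene-level table that were higher in adult were Slc38a3, with a fold of 2.41, and Slc38a1, with 2.03. Slc6a20a was present only in the splicing index list, with a difference of 2.41, as was Slc38a5, with -1.79.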

### Efflux transporters

The ATP-binding cassette (ABC) transporter family has been shown to be a key element of both the blood–brain and blood–CSF barriers from very early in development that can actively efflux a large number of lipophilic drugs [59]. ABC transporters are divided into seven distinct subfamilies: ABC1, multidrug resistance proteins (MDR/TAP), multidrug resistance-associated proteins (MRP), ALD, OABP, GCN20 and White. 

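Clusters with an ABC transporter symbol, Tap1 and Tap2 included, numbered 11 in the gene-level table, 3 higher at E15 and 8 higher in adult. A further 9 were present only in the splicing index list, and 1 of these, Abcc9, differed at least 2-fold, with a difference of -1.60. Abcb1a, Abcb1b and Abcc4 had no entry in either table.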

While many of these could be detected in the present screen of choroid plexus, most did not show evidence of developmental regulation (**Table 7** and **Table S7**). 

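Abcg5 (cluster 6857809) had a difference of -3.82, a fold of 14.1, and the largest splicing index in size of the whole splicing index list, 3.94 in the authors' deposited table. The difference of Abcg8 (cluster 6852753) was -1.76, a fold of 3.38.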

Two efflux transporters, *Abcg5* and *Abcg8*, were up-regulated 14.1- and 3.7-fold respectively at E15 compared to the adult. These have both been detected previously in adult rat choroid plexus, but only at a low level [58]. Several other ABC transporter genes have been shown to be differentially expressed in developing rat choroid plexus [10]. We found that BCRP (*Abcg2*) showed a strikingly higher expression in embryonic rat choroid plexus, whereas PGP (*Abcb1*) was not significantly different and MRP1 (*Abcc1*) and MRP4 (*Abcc4*) expression was significantly less in the embryo [10]. In the present study some of these genes were validated in mouse choroid plexus using RT-PCR (**Fig. 3**, **Table 6**). This confirmed that *Abcg2* (BCRP), Abcg5 and Abcg8 were substantially up-regulated in the embryonic choroid plexus as were Abcb3 and Abcb6 (**Fig. 3A**). In the adult *Abca2* and *Abca4* were up-regulated compared to E15 choroid plexus (**Fig. 3B**). The higher expression of BCRP (*Abcg2*) in the embryonic choroid plexus may be related to the physiologically hypoxic environment *in utero* [60] as it has been reported that hypoxia causes up-regulation of BCRP [61]. However, these latter findings need to be interpreted with caution, because of the *in vitro* conditions in which the experiments were conducted (see [6]).

**Figure 3:**
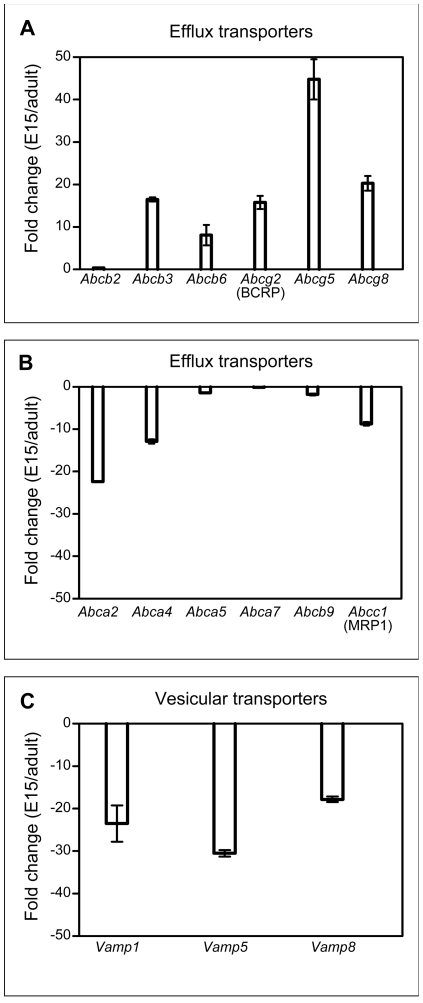
qPCR validation of microarray gene targets. Several members of the ABC family of efflux transporters were up-regulated in the embryo (**A**) and in the adult (**B**). The direction of these changes was in line with what was found using the Affymetrix GeneChip platform, though the magnitude of the expression was different. **C.** Three members of the vesicle-associated membrane protein (*Vamp*) family of proteins were down-regulated in the embryo (up-regulated in the adult).

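On the arrays, Abcb6 was higher at E15 with a difference of -1.38, a fold of 2.61. Abcg2 was present only in the splicing index list, with a difference of -0.88, a fold of 1.84 toward E15. Tap2, also called Abcb3, was higher in adult with a difference of 2.26, a fold of 4.78. Toward adult, Abca4 had a fold of 9.72, Abca7 of 4.52, Abca2 of 3.48, Abcb9 of 2.84, Abca5 of 2.53, Tap1 of 2.51 and Abcc1 of 2.28.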

**Table 7:** ABC transport/drug efflux gene expression in mouse lateral ventricular choroid plexus.

(A) Gene	Other IDs	array	qPCR	(B) Gene	Other IDs	array	qPCR
*Abcb3*	TAP2	-	16.5	*Abca2*		3.5	22.4
*Abcb6*	UMAT,MTABC3	2.6	8.1	*Abca4*	ABCR,RP19,RIM	9.7	12.9
*Abcg2*	BCRP	-	15.8	*Abca5*		2.5	1.4
*Abcg5*	Sterolin1,White3	14.1	44.8	*Abca7*	ABCX	4.5	-
*Abcg8*	Sterolin2,White4	3.4	20.3	*Abcb9*	TAPL	2.8	1.8
				*Abcc1*	MRP,MRP1	2.3	-

Most enriched genes during development of the mouse lateral ventricular choroid plexus in the embryo (**A**) or adult (**B**). Some genes were present at both ages with no alteration in expression levels (**C**). Data obtained from Affymetrix GeneChip array and qPCR. Array targets were considered enriched with fold changes equal or greater than 2.0. See also **Table S7**. Abbreviations: NC, no change (in expression); -, not tested.

### Protein binding

The protein concentration in CSF in the developing brain is higher than in the adult (for review see [14]). It has been suggested that a protein-specific transfer mechanism may regulate movement of some proteins from blood into CSF and that this mechanism could be receptor-mediated [16], [17], [18], [20]–[22]. The physiological importance of high protein concentration in the developing CSF has been proposed to be: (i) maintaining high colloid-osmotic pressure gradients allowing normal brain development; and, (ii) act as a carrier for many essential molecules such as growth factors, hormones or nutrients (for review see [8]). The array dataset obtained in this study was mined for candidate genes with known protein-binding properties. The results are shown in **Table 8** **and Tables S2** and **S8**. Three of the targets identified, *Gypa*, *Gypc* and *Sparc* (osteonectin/BM-40/culture-shock protein) were selected for further study because of their reported role in the binding of albumin [62]. SPARC has also been recently reported in the choroid plexus epithelium [22].

**Table 8:** Protein binding targets enriched in mouse lateral ventricular choroid plexus.

(A) Gene	GenBank ID	Fold Change	(B) Gene	GenBank ID	Fold Change
*Hist1h1b*	NM_020034	17.6	*Kl*	AB005141	27.4
*Ccna2*	BC052730	17.1	*Tgfb2*	BC011170	18.5
*Bex1*	BC058805	11.3	*Cpxm2*	AF017639	16.4
*Fscn1*	BC052408	11.1	*Sod3*	U38261	14.8
*Rassf4*	BC060709	10.6	*Sytl2*	AB057754	12.3
*Wfikkn2*	AY308804	9.6	*Sfrp5*	BC032921	11.7
*Cdc2a*	U58633	9.2	*Il1r1*	M20658	10.2
*Gli3*	NR_027010	9.1	*Acsl6*	AY786360	10.2
*Gdf5*	U08337	9.0	*Igsf5*	BC004806	9.6
*Fn1*	BC051082	8.7	*Lrrtm2*	AY182027	9.4
*Plk1*	L19558	8.6	*Crhr2*	U19939	9.0
*Pbk*	BC020099	8.5	*Cd74*	BC096435	9.0
*Kit*	BC052457	8.1	*Nos1*	D14552	8.9
*Sema6a*	BC059238	7.7	*Gabrb1*	BC130258	8.6
*Ctnna2*	BC079648	7.6	*Atp1a2*	BC036127	7.7
*Cercam*	NM_207298	7.5	*Trpv4*	AF279672	7.6
*Cntn4*	BC115766	7.4	*Rnf152*	BC118961	7.5
*Nek2*	BC010302	7.3	*Dsg2*	AB072269	7.5
*Anxa2*	BC003327	7.1	*Bhlhb2*	BC010720	7.3
*Cdk6*	AF132483	7.0	*Cadm2*	NM_178721	6.9
*Pcdh18*	BC052198	6.9	*Hopx*	AF492703	6.6
*Uhrf1*	AF274046	6.8	*Cish*	BC022178	6.5
*Lama4*	U59865	6.7	*Zbtb20*	BC056446	6.5
*Myb*	M12848	6.5	*Cd9*	BC070474	6.3
*Dach1*	AF129510	6.2	*6330514A18Rik*	BC099679	6.2
*Col12a1*	U25652	6.1	*Lynx1*	BC037541	6.1
*Gypa*	BC148192	6.1	*Cacnb4*	BC026479	6.0
*Jarid1d*	AF127244	5.8	*H2-Aa*	BC031711	5.8
*Cd93*	AF081789	5.7	*Pcolce*	AB008548	5.8
*Nkd1*	AF343352	5.6	*Plp1*	M15442	5.8
*Trim59*	BC025430	5.6	*Tgfa*	U65016	5.7
*Slc4a1*	BC053429	5.5	*H2-D1*	U47325	5.7
*Cadm1*	AF434663	5.5	*Cltb*	BC070404	5.6
*Emid2*	BC075713	5.5	*A2m*	BC072642	5.6
*Sept11*	BC064466	5.2	*S100a1*	BC005590	5.4
*Plk4*	L29479	5.1	*Kcnd3*	AF107781	5.4
*Ezh2*	BC079538	5.1	*Tlr3*	BC099937	5.1
*Fkbp10*	BC029546	5.1	*Nfasc*	AJ543322	5.1
*Ccnb1*	BC011478	5.1	*Pcolce2*	BC051174	5.0
*Cited2*	BC057126	5.1			
*Dnajb13*	AF419292	5.1			
*Mfap4*	BC022666	5.1			

List of protein binding targets that were up-regulated in either the embryo (**A**) or the adult (**B**). In total, 479 targets were found for this gene ontology category, with only those targets with fold change >5.0 shown above. A comprehensive list is presented in **Table S8**.

Glycophorins are the main sialoglycoproteins of erythrocytes (for review see [63], [64]). Although there is evidence that many plasma proteins seem to be transferred from blood into the CSF, albumin has been most extensively studied [9], [15], [17], [20], [22]. GYPA and other albumin-binding proteins which are able to facilitate the transcytosis of native albumin in peripheral vascular beds and epithelial tissues have been reported to be virtually absent in adult brain capillaries [62]. Another albumin binding protein, SPARC (osteonectin/BM-40/culture-shock protein), is a soluble protein that can be found either incorporated into the plasma membrane of cells, floating free in the cytoplasm of cells or extracellularly in the blood plasma [65], [66]. SPARC is a glycoprotein that has been shown to be involved in protein binding (especially of albumin) in other epithelia [32], [35]. It has also been proposed to be a targeting molecule for albumin at the blood–CSF barrier [22] and to modulate cell matrix interactions, inhibit proliferation and affect growth factor signalling, as well as bind calcium and proteins such as albumin [66]–[71]. SPARC has been found localised to the basement membrane of many cell types [66]. Further analysis was restricted to targets related to protein transport properties of the choroid plexus.

Both *Gypa* and *Gypc* along with *Sparc* were found to be enriched in the lateral ventricular choroid plexus at E15 compared with the adult (6.1-, 3.7- and 2.2-fold respectively). These changes were confirmed with qPCR (**Fig. 4C**). 

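Gypc (cluster 6864404) had a difference of -1.89, a fold of 3.70. The difference of Sparc (cluster 6788410) was -1.13, a fold of 2.20. Gypc is a member of the erythroid gene list, and Sparc is a member of a list of mesenchyme and matrix genes. In the matrix list 21 of 22 clusters in the gene-level table were higher at E15. Some of these, such as Col3a1, were known from the paper's tables to be higher in the embryo when the list was written. The paper selected Gypc and Sparc for their reported binding of albumin. From its measurements of single cells, the paper proposes that they are involved in the transport of plasma proteins across the epithelial cells of the plexus.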

Antibodies to SPARC and GYPA were used in western blots to estimate the change in levels of the protein present in developing choroid plexus cells. These results are presented in **Fig. 4D** and show that there were higher levels in the embryo than in the adult.

**Figure 4:**
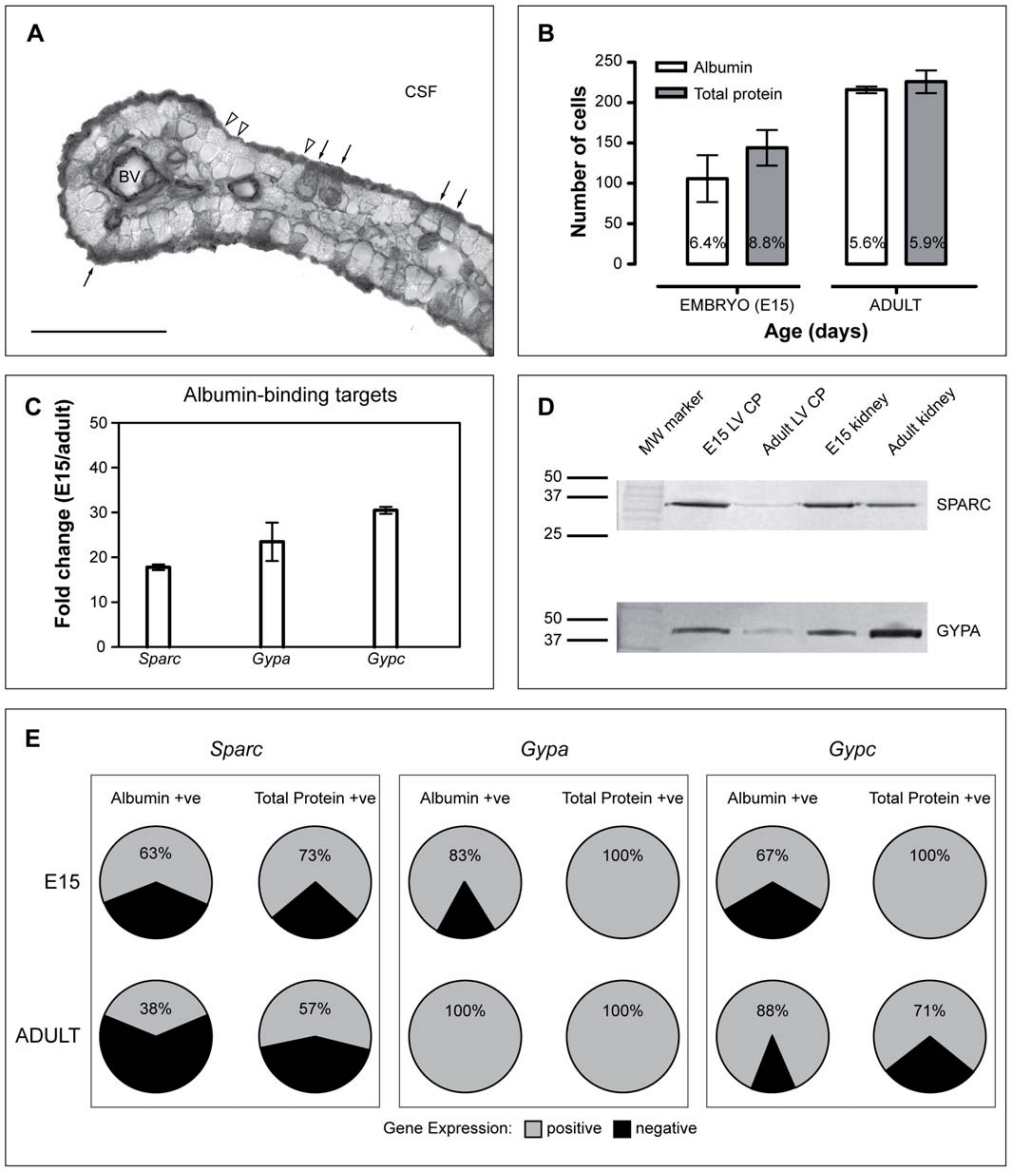
Co-localisation of albumin and total plasma protein with SPARC, Glycophorin A or C. **A.** Immunoreactivity in the lateral ventricular choroid plexus of E15 mouse embryo immunostained to detect endogenous albumin. Several epithelial cells of the plexus were deemed albumin-immunopositive (filled arrows), while all other cells were albumin-immunonegative (unfilled arrowheads). To be included in cell counts, the reaction product had to be present from basolateral to apical membranes and a cell nucleus had to be visible. **B.** Summary of cell count data from E15 and adult mouse lateral ventricular choroid plexus. The number of both total protein- and albumin-immunopositive plexus cells increased with age. As a percentage (numbers in bars), there was a decrease between E15 and adult, with E15 having the higher percentage of protein-positive cells of any age of the developing mouse. **C.** Quantitative PCR validation of microarray experiments showed that *Sparc*, along with *Gypa* and *Gypc* were up-regulated from about 20- to 30-fold in the embryo compared to the adult. **D.** Western blots of SPARC and GYPA in lateral ventricular choroid plexus and kidney (used as control) of E15 and adult mice. The level of SPARC did not change in kidney at the two ages: there was a substantial decrease in adult lateral ventricular choroid plexus compared to E15. A single dark staining band at the correct molecular weight (∼35 kDa, mouse SPARC MW 32 kDa) confirms specificity of the antibody. Levels of GYPA appeared to be higher in the adult kidney compared to E15. The highest level in the choroid plexus was in the embryo. A dark staining band at ∼40 kDa (mouse GYPA MW 43 kDa) confirms cross-reactivity of antibody. **E.** Single-cell PCR was performed on cells immunostained for either total protein or albumin. The percentage of immunopositive plexus cells that also displayed positive gene expression increased with age for both glycophorins, however it decreased for *Sparc*. Abbreviations: E, embryonic day; *Gypa*/GYPA, Glycophorin A; GYPC, Glycophorin C; LV CP, lateral ventricular choroid plexus; MW molecular weight (kDa).

#### Single cell PCR

To ascertain the cellular co-localisation of albumin and its putative targeting proteins Sparc, Gypa and Gypc, laser dissection of both albumin- and total plasma protein-immunopositive plexus epithelial cells followed by single-cell RT-PCR was performed. The data are shown in **Fig. 4E**. For immunostained cells, 60–80% of albumin-immunopositive plexus epithelial cells showed expression of *Sparc* and both glycophorins at E15. For glycophorin targets this increased to 90–100% in the adult. In contrast, *Sparc*-expression in the adult was only present in approximately 40% of albumin-immunopositive plexus cells. Albumin- and total plasma protein-immunonegative cells of the plexus epithelium did not show amplification signals for either *Sparc* or the glycophorins at any age (**Fig. 4E**). In embryonic choroid plexus, numbers of cells immunopositive for total plasma protein that also showed high *Sparc* expression were higher than those immunopositive for albumin. All of the total plasma protein-immunopositive cells were also positive for both *Gypa* and *Gypc*. In the adult choroid plexus, the number of total plasma protein-immunopositive cells that were also *Sparc*-positive was less than in the embryo. All plasma protein immunostained cells were positive for *Gypa*, but for *Gypc* fewer plasma protein-immunopositive cells were positive than was the case for embryonic choroid plexus. The generally higher proportion of cells immunostained for total plasma protein than for albumin that also expressed these putative transporters indicates that SPARC and GYPA and GYPC are likely to be involved in transport of other plasma proteins, in addition to albumin, across choroid plexus epithelial cells.

#### Cellular & subcellular distribution of Glycophorin A

In order to investigate the possible role of one of these albumin-binding molecules in transport across the blood–CSF barrier, we have examined the distribution of GYPA at the cellular and subcellular level in lateral ventricular choroid plexus throughout mouse development from E12 onwards (see Methods) using a cross-reacting polyclonal antibody and the EnVision™+ system. Results are illustrated in **Fig. 5**. GYPA was detected in individual choroid plexus epithelial cells of animals at all ages from the first appearance of the lateral plexus at E13 (not shown), with a peak in intensity at E15–E16. Most epithelial cells exhibited weak immunoreactivity at this age but there were some cells, particularly in the older parts of the plexus (upper part of **Fig. 5A**), that showed strong immunoreactivity on the apical (CSF) surface (**Fig. 5A**). There was a marked decrease in immunoreactivity in the adult (**Fig. 5B**). The staining pattern was also different at different developmental ages. At E15 choroid plexus epithelial cells exhibited a predominantly peripheral plasma membrane-associated staining in both epithelial (apical and basolateral cell membrane) and endothelial cells (**Fig. 5A**). In contrast, in adult choroid plexus, immunoreactivity in general was absent from both apical and basolateral choroid plexus epithelial cell membranes, but was present intracellularly at a low level. In a few small segments of the plexus a stronger positive intracellular staining for GYPA was present (framed area in **Fig. 5B**).

**Figure 5:**
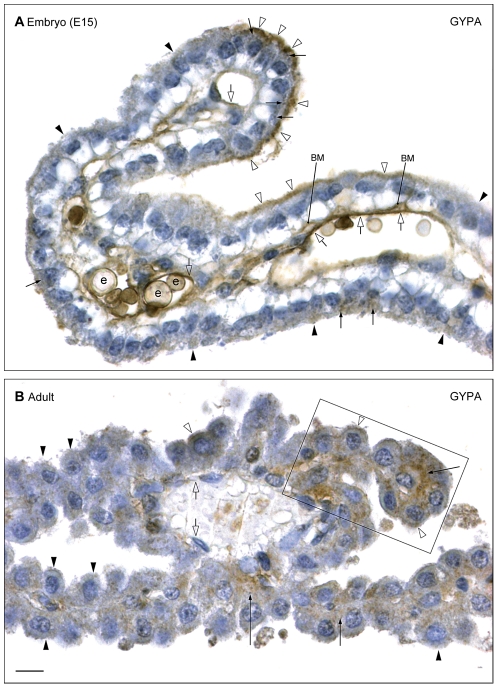
Cellular and subcellular distribution of GYPA immunoreactivity in E15 and adult choroid plexus. **A.** Embryonic day 15 (E15) lateral ventricular choroid plexus. The more medial younger segment of the plexus emerging from the hem and hippocampal anlage is shown in the lower and right side of the figure. This part of the plexus shows only weak immunopositive staining for GYPA (filled arrowheads). At the tip of the plexus most epithelial cells exhibit a strong granular immunoreactivity in the apical cytoplasm (arrows) and an apical membrane-associated surface immunostaining (open arrowheads). Basolateral cell membranes (BM) are also immunopositive, as are vascular endothelial cells, which show a marked immunoreactivity (open arrows), in particular in areas with basolateral and apical epithelial membrane-associated immunostaining. Strong membrane immunostaining of erythrocytes (e) is also evident. **B.** Adult lateral ventricular choroid plexus. A very weak fine granular cytoplasmic immunoreactivity is seen in almost all choroid plexus epithelial cells in contrast to a stronger immunoreactivity found in few small segments of the plexus (framed area). Note the apparent lack of cytoplasmic immunostaining in the apical-most part of most epithelial cells (filled arrowheads), but a distinct immunostaining of small vesicles within the cytoplasm (arrows). Very few cells exhibit an apical membrane-associated immunoreactivity (open arrowheads). There was no immunoreactivity for GYPA in vascular endothelial cell membranes (open arrows). Scale bar: 10 µm in all.

At the subcellular level at the youngest ages, E13 and E14, a strong fine granular immunoreactivity for GYPA was present in the apical cytoplasm in the most mature choroid plexus epithelial cells opposite the hippocampal anlage. This segment of the plexus showed a weak staining of the epithelial basal membranes and of endothelial cell surfaces (not shown). The most intense staining was visible at E15 when pronounced membrane-associated GYPA immunoreactivity was visible along the apical surface of epithelial cells of larger segments of plexus (**Fig. 5A**). In the same areas basolateral membranes as well as endothelial cell membranes were also strongly stained (**Fig. 5A**). A few small vesicles in the apical cytoplasm showed reactivity whereas the nuclei were always negative (**Fig. 5A**). In the adult a marked decrease in the cell surface–associated epithelial membrane staining was observed (**Fig. 5B**). The cytoplasm exhibited an overall fine granular reactivity, with most immunoreactivity in the basal cytoplasm. A distinct immunostaining of small vesicles (arrows in **Fig. 5B**) was still present. Small segments of the plexus showed a stronger reactivity (framed area in **Fig. 5B**). There was no reactivity for GYPA in vascular endothelial cell membranes.

#### Cellular & subcellular distribution of SPARC

Cellular distribution of SPARC at the blood–CSF barrier was also investigated. Results are illustrated in **Fig. 6** **.** SPARC was detected in individual choroid plexus epithelial cells of animals at all ages, with a peak in intensity of immunoreactivity in E15–E16 embryos (Cf. **Fig. 6A and B**). As found for GYPA, most immunoreactivity for SPARC was observed in the apical cytoplasm in the most mature choroid plexus epithelial cells of the developing choroid plexus opposite the hippocampal anlage (**Fig. 6B**). Positive immunoreactivity was visible in E13 plexus epithelial cells (not shown), and following the peak at E15–16 there was a decrease in the strength of immunostaining by P2 (not shown) and adult (**Fig. 6C**).

**Figure 6:**
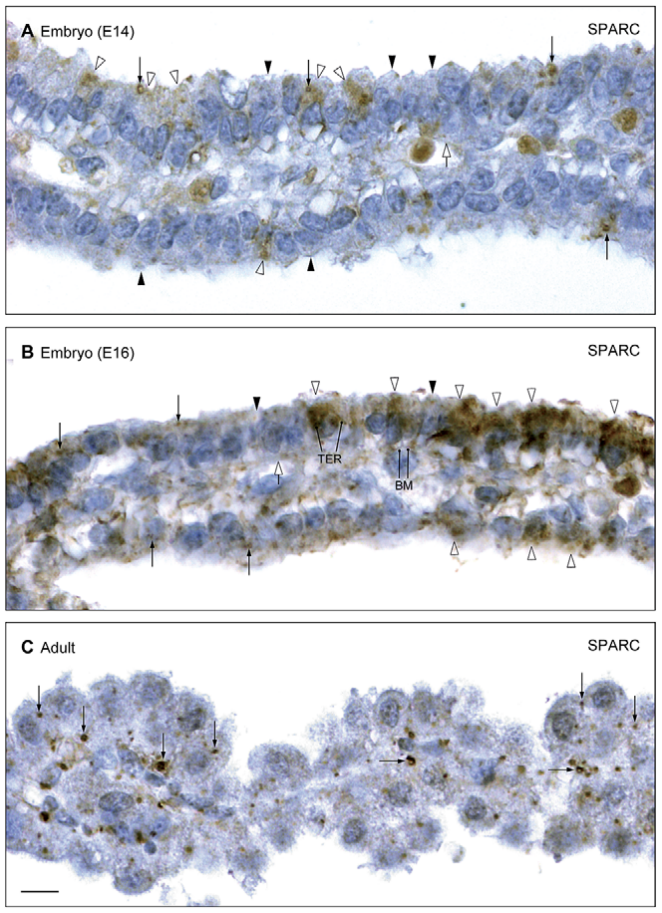
Cellular and subcellular distribution of SPARC immunoreactivity in E14, E16 and adult choroid plexus. **A.** Embryonic day 14 (E14) lateral ventricular choroid plexus. The most lateral (older) segment of the plexus close to the tip is shown in the upper part of the figure. In this area small subsets of SPARC-immunopositive epithelial cells exhibit a fine granular immunoreactivity (open arrowheads) and a few strongly immunostained large ‘vacuoles’ (arrows) in contrast to neighboring epithelial cells without immunoreactivity (closed arrowheads). Note the absence of SPARC-immunostaining in perivascular spaces and in endothelial cell membranes (open arrow). **B.** E16 lateral ventricular choroid plexus. A segment of the plexus similar to that shown in **A** exhibits many strongly immunoreacting choroid plexus epithelial cells (open arrowheads). The patchy reaction product in these cells is associated with a tubulocisternal endoplasmic reticulum (TER). Note the immunostaining along the basolateral cell membranes (BM) in the strongly SPARC-immunopositive cells. A few large granules (arrows) are present in the majority of the epithelial cells including those showing low SPARC-immunoreactivity (filled arrowheads). SPARC-immunostaining is absent from perivascular spaces and endothelial cell membranes (open arrow). **C.** Adult lateral ventricular choroid plexus. Note the apparent lack of cytoplasmic immunoreactivity in the apical-most part of the epithelial cells, but the pronounced immunostaining of large ‘vacuoles’ (arrows) which represent a combination of multivescicular bodies and lysosomes. There was no immunoreactivity for SPARC either in perivascular spaces or in individual endothelial cell membranes. Scale bar: 10 µm in all.

At the subcellular level a positive fine granular staining was visible in small subsets of E14 choroid plexus epithelial cells throughout the cytoplasm with spared nuclei (**Fig. 6A**). Larger dense granules were also present. The perivascular space and endothelial cells of the choroid plexus showed no reactivity for SPARC. At E16 a more pronounced SPARC immunoreactivity was present in the most apical and central part of the part of epithelial cells in the positively-reacting segments of the plexus (**Fig. 6B**). The immunostaining reaction outlined the tubulocisternal system and extended along the lateral cell membrane to the basal membrane, which was also stained (**Fig. 6B**). There was no SPARC reactivity in endothelial cells forming the stromal centre of the plexus. In the adult there was an apparent lack of fine granular cytoplasmic reactivity in the apical-most part of the epithelial cells combined with an absence of tubulocisternal-associated cytoplasmic reactivity (**Fig. 6C**). However, the basal cytoplasm of most cells showed a strong staining reaction of large ‘vacuoles’, multivescicular bodies and lysosomes. There was no reactivity for SPARC either in perivascular spaces or in individual endothelial cell membranes.

### Vesicle-associated membrane proteins

The vesicle-associated membrane proteins (VAMP1, VAMP5 and VAMP8) are members of a family of SNARE proteins (soluble NSF attachment protein receptors), mostly involved in vesicle fusion [72]–[74]. There are seven members of this protein family in total: VAMP1/synaptobrevin, VAMP2, VAMP3/cellubrevin, VAMP4, VAMP5, VAMP7/Ti-vamp, and VAMP8/endobrevin [75]–[79]. These proteins are generally distributed in various post-Golgi structures, as well as on the plasma membrane of transporting cells. The intracellular traffic between different membrane compartments and across transporting cells involves a diverse range of membrane-enclosed intermediates, generated at plasma membranes via the action of several membrane proteins (such as the VAMP family) as well as cytosolic coat proteins [80]–[82].

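Vamp8 (cluster 6954619) was in the gene-level table with a difference of 1.13, a fold of 2.18. The cluster of Vamp1, shared with a cDNA clone, was present only in the splicing index list, with a difference of 0.73, a fold of 1.66. Vamp5 had no entry in either table.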

Three *Vamp* targets were enriched in the adult lateral ventricular choroid plexus: *Vamp1* (2.3-fold), *Vamp5* (2.2-fold) and *Vamp8* (2.2-fold). The presence of the vesicle-associated membrane proteins in the epithelial cells of the lateral ventricular choroid plexus and their up-regulation in the adult supports the idea that there are two transfer mechanisms operating at the blood–CSF barrier: one specific for individual proteins; and another transfer mechanism, which is non-specific, occurring via vesicular uptake and release [18]. We confirmed GeneChip data using PCR (see **Fig. 3C**); and report enrichment of *Vamp1*, *5* and *8* in the adult mouse lateral ventricular choroid plexus. The expression of *Vamps* in plexus epithelial cells indicate that they may be involved in translocation of albumin and other plasma proteins across the choroid plexus epithelium, particularly in the adult. Thus VAMP5 is present on the outside of both the basolateral and apical membrane of the cell, helping to package molecules in both the blood and CSF and inside the cell, while VAMP1 is present on the cell membrane, working in tandem with Vamp5 [83], [84]. The third family member investigated in the current study, VAMP8 is probably present in cytoplasmic endosomes of the choroid plexus epithelial cell and is involved in removing unwanted material from the cell [85], [86]. Though these transcripts displayed up-regulated expression in the adult plexus, they were also present in the embryo. As mentioned above, many lysosomes were seen in the apical portion of the plexus epithelial cells that were immunopositive for the albumin-binding protein SPARC. It is possible that the SPARC-mediated recruitment of albumin into the epithelial cells of the choroid plexus on the basolateral (blood) surface is coupled with the VAMP-mediated uptake of albumin, into vesicles with exocytosis of albumin on the apical (CSF) surface into the CSF via an endosomal/lysosomal system within the cytoplasm of the plexus epithelial cells (4b in Figure 7).

**Figure 7:**
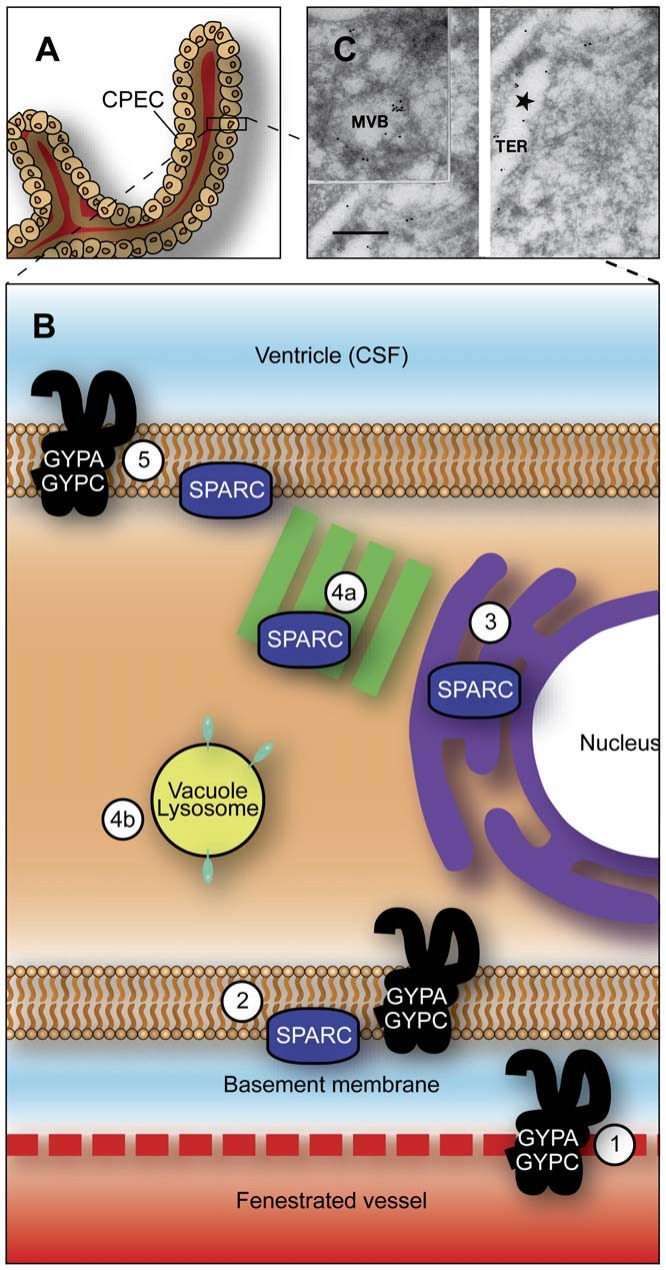
Proposed transepithelial pathway for albumin through choroid plexus epithelial cells. **A.** Whole choroid plexus showing single layer of epithelial cells sitting on thick basement membrane (see also **Fig. 1C**). **B.** Illustration depicting the suggested routes of albumin from plasma into CSF across the choroid plexus epithelium. GYPA/C in the endothelial cells may deliver albumin to the basement membrane (1) from where it can be taken up into the plexus epithelium by GYPA/C or SPARC (2). From here albumin may travel along a SPARC-specific pathway through the tubulocisternal endoplasmic reticulum (3, and see C) and Golgi (4a), or via a VAMP-mediated pathway in vacuoles, lysosomes or multivesicular bodies (4b, and see panel C). On the apical surface of the plexus epithelium, GYPA/C may be involved in efflux of protein from the cell into the CSF of the ventricles (5), as validated by extensive GYPA immunoreactivity in embryonic plexus (**Fig. 5A**). In the adult, the lack of immunoreactivity in the endoplasmic reticulum and Golgi (see **Fig. 5** and **Fig. 6**) along with increased expression of gene products for VAMP molecules (see **Fig. 3C**) suggest that the majority of transport possibly occurs via VAMP-mediated vesicular/lysosomal transport such as shown in (4b). **C.** Transmission electron micrograph of ultracryosection from E60 fetal sheep choroid plexus [87]. Immunolabelled human albumin 6 nm particles and sheep albumin 12 nm gold particles are shown to co-localise within the tubulocisternal endoplasmic reticulum. Abbreviations: CPEC, choroid plexus epithelial cell; CSF, cerebrospinal fluid; GYPA, glycophorin A; GYPC, glycophorin C; MVB, multivescicular body; TER, tubulocisternal endoplasmic reticulum. Scale bar: 0.2 µm in C.

### Proposed mechanism for plasma protein transport across choroid plexus epithelial cells

The present results provide additional evidence for a protein-specific transfer mechanism that contributes to regulation of the internal environment of the developing brain. Previous evidence suggested that this mechanism is particularly important in early development [16]–[18], [20], [21]. This is supported by the present finding that putative albumin receptors, SPARC, GYPA and GYPC are up-regulated in the embryonic choroid plexuses of mice, whereas expression of several members of the VAMP family of proteins is higher in the adult. These findings support the previous suggestion that two protein transfer mechanisms operate in parallel at the level of the choroid plexus epithelial cells of the blood-CSF barrier: one specific for individual plasma proteins in the blood to CSF direction, operating predominantly during early development; and a second, non-specific vesicular uptake mechanism in both blood to CSF and CSF to blood directions, operating both during early development and in the adult. The specificity of the protein specific transfer mechanism appears to be due to the presence of protein receptors on the basolateral surface of the choroid plexus epithelial cells. However, a direct link between these putative albumin transporters and albumin itself still needs to be established. These studies are in progress.

Some of the differences in subcellular distribution of SPARC and GYPA demonstrated by immunocytochemistry suggest that they may play different but complementary roles in albumin recognition and transport from blood to CSF in epithelial cells of the developing choroid plexus. A proposed mechanism for this transfer is illustrated in **Fig. 7**. Thus GYPA in the endothelial cells of vessels in the choroid plexus stroma may deliver albumin to the interstitial space from where it is taken up into the epithelial cell via the GYPA on the basolateral surface of the plexus cells. Immunoreactivity for SPARC in the tubulocisternal endoplasmic reticulum pathway (refer to **Fig. 6B**; [87], [88]; see also **Fig. 7C**) early in embryogenesis suggests the involvement of SPARC in transcellular transport of albumin [86]. SPARC-immunopositivity of the Golgi apparatus confirms that this glycoprotein is synthesised by the plexus epithelial cells as also shown by the positive single cell PCR and immunocytochemistry results. In contrast, in the adult there was a lack of fine granular cytoplasmic reactivity in the apical-most part of the epithelial cells combined with an absence of tubulocisternal-associated cytoplasmic reactivity (**Fig. 6C**). However, the basal cytoplasm of most cells showed a strong staining reaction of large ‘vacuoles’, multivescicular bodies and lysosomes, perhaps correlating with the up-regulated VAMPs 1, 5 and 8. A summary of the steps in this proposed pathway is provided in **Fig. 7**.

### Conclusions

In this study we provide a searchable resource for the elucidation of gene expression at the blood-CSF barrier in the embryonic mouse compared to the adult. This is the first gene profiling dataset available for the study of choroid plexus epithelial cells during development and we have reported a comprehensive list of transcripts enriched in the blood-CSF barrier of both the embryo and the adult. These targets encode those involved in metabolic activities, junction formation, influx and efflux transporters, protein binding and receptors.

One outcome is that it is now possible to make some comparisons between expression of specific genes in the embryonic choroid plexus and published functional data for transporters, tight junction permeability, protein binding and receptors. The findings also help to explain number of important previous findings. For example it was reported many years ago that glutamate is toxic to the brain if administered in the neonatal period [89]. Some attributed this to “immaturity” of the blood-brain barrier [90]. However, it can now be seen that the barrier contribution to toxicity is much more likely to be due to greater transport by e.g. Slc1a4 (**Table 6**). Another example is the recent report of serotonin synthesis by the placenta that appears to be important for forebrain development [91]. Numerous serotonin receptors (HTR1-7) were found to be expressed in embryonic choroid plexus (**Table S3**) suggesting this as the site of entry of serotonin into the developing forebrain. The finding of several albumin binding proteins in the route between blood and CSF across choroid plexus epithelial cells reinforces earlier evidence for a specific protein transport mechanism in the developing choroid plexus. Thus the mechanisms responsible for the nature and control of the internal environment of the developing brain, supply of nutrients and exclusion of toxins appear to be well established in the embryonic choroid plexus

## Supporting Information

Table S1 **MIAME Compliance Checklist.** MIAME describes the Minimum Information About a Microarray Experiment that is needed to enable the interpretation of the results of the experiment unambiguously and potentially to reproduce the results [26].
(DOCX) Click here for additional data file.

Table S2 **Complete data set.** The spreadsheet contains a comprehensive list of probe sets from the GeneChip Mouse Exon 1.0 ST Array, with raw (normalised) data for E15 and adult mouse, fold change between embryo and adult (with a fold change cut-off of 2) and Gene Ontology classifications.
(DOCX) Click here for additional data file.

Table S3 **Total and plasma protein positive choroid plexus epithelial cells during normal mouse development.** Data are expressed as mean ± s.e.m. rounded to the nearest whole cell. These values are for cells actually counted and represent approximately 10% of all choroid plexus epithelial cells at each age. % Total cells is the percentage of protein positive cells in relation to total plexus cell numbers. The lateral ventricular choroid plexus was not present in E12 embryos, hence no cell count data is available at this age. These data were used to select ages for microarray screening – the highest percentage of protein positive cells was seen at E15, and this age was compared with adult for the remainder of the study. *n* refers to the number of animals. *comparing youngest and oldest ages. Abbreviations: E, embryonic day; P, postnatal days.
(XLSX) Click here for additional data file.

Table S4 **Cell adhesion specific genes.** A dataset containing probe sets from the GeneChip Mouse Exon 1.0 ST Array, with raw (normalised) data for E15 and adult mouse, fold change between embryo and adult (with a fold change cut-off of 2) and Gene Ontology classifications.
(XLSX) Click here for additional data file.

Table S5 **Ion channel specific genes.** A dataset containing probe sets from the GeneChip Mouse Exon 1.0 ST Array, with raw (normalised) data for E15 and adult mouse, fold change between embryo and adult (with a fold change cut-off of 2) and Gene Ontology classifications.
(XLSX) Click here for additional data file.

Table S6 **Transporter activity specific genes.** A dataset containing probe sets from the GeneChip Mouse Exon 1.0 ST Array, with raw (normalised) data for E15 and adult mouse, fold change between embryo and adult (with a fold change cut-off of 2) and Gene Ontology classifications.
(XLSX) Click here for additional data file.

Table S7 **Efflux transporter specific genes.** A dataset containing probe sets from the GeneChip Mouse Exon 1.0 ST Array, with raw (normalised) data for E15 and adult mouse, fold change between embryo and adult (with a fold change cut-off of 2) and Gene Ontology classifications.
(XLSX) Click here for additional data file.

Table S8 **Protein binding specific genes.** A dataset containing probe sets from the GeneChip Mouse Exon 1.0 ST Array, with raw (normalised) data for E15 and adult mouse, fold change between embryo and adult (with a fold change cut-off of 2) and Gene Ontology classifications.
(XLSX) Click here for additional data file.

# Supplementary material for: Molecular Characterisation of Transport Mechanisms at the Developing Mouse Blood–CSF Interface: A Transcriptome Approach
**Source:** PLoS One. 2012 Mar 21;7(3):e33554. doi: 10.1371/journal.pone.0033554
**Supplement:** Table S1 — MIAME Compliance Checklist. MIAME describes the Minimum Information About a Microarray Experiment that is needed to enable the interpretation of the results of the experiment unambiguously and potentially to reproduce the results [26].

**Table S1. Total and plasma protein positive choroid plexus epithelial cells during normal mouse development**

| **Age** | ***n*** | **Total Plexus Cells** | **Plasma Protein Positive** | |
| --- | --- | --- | --- | --- |
|  |  |  | **Number of Cells** | **% Total Cells** |
| **E12** | 6 | 0 | 0 | 0 |
| **E13** | 6 | 717 ± 38 | 6 ± 2 | 0.9 ± 0.2 |
| **E14** | 6 | 902 ± 57 | 47 ± 3 | 5.3 ± 0.2 |
| **E15** | 6 | 1647 ± 123 | 144 ± 22 | 8.8 ± 1.4 |
| **E16** | 6 | 2745 ± 205 | 227 ± 44 | 8.1 ± 1.2 |
| **E19** | 6 | 3234 ± 57 | 245 ± 16 | 7.5 ± 0.2 |
| **P2** | 6 | 3524 ± 624 | 252 ± 67 | 7.1 ± 1.0 |
| **P15** | 6 | 4077 ± 135 | 255 ± 30 | 6.3 ± 0.9 |
| **Adult** | 6 | 6499 ± 917 | 227 ± 28 | 3.5 ± 0.2 |
| ***p* value*** |  | < 0.05 | < 0.05 | < 0.05 |

Data are expressed as mean ± s.e.m. rounded to the nearest whole cell. These values are for cells actually counted and represent approximately 10% of all choroid plexus epithelial cells at each age. % Total cells is the percentage of protein positive cells in relation to total plexus cell numbers. The lateral ventricular choroid plexus was not present in E12 embryos, hence no cell count data is available at this age. These data were used to select ages for microarray screening – the highest percentage of protein positive cells was seen at E15, and this age was compared with adult for the remainder of the study. *n* refers to the number of animals. *comparing youngest and oldest ages. Abbreviations: E, embryonic day; P, postnatal days.

# Supplementary material for: Molecular Characterisation of Transport Mechanisms at the Developing Mouse Blood–CSF Interface: A Transcriptome Approach
**Source:** PLoS One. 2012 Mar 21;7(3):e33554. doi: 10.1371/journal.pone.0033554
**Supplement:** Table S2 — Complete data set. The spreadsheet contains a comprehensive list of probe sets from the GeneChip Mouse Exon 1.0 ST Array, with raw (normalised) data for E15 and adult mouse, fold change between embryo and adult (with a fold change cut-off of 2) and Gene Ontology classifications.

Table S2. MIAME Compliance Checklist. MIAME describes the Minimum Information About a Microarray Experiment that is needed to enable the interpretation of the results of the experiment unambiguously and potentially to reproduce the results [26].

| **Experimental Design** | | | |
| --- | --- | --- | --- |
| Type of experiment: | | | Time course analysis of gene expression in two ages of control Swiss Webster mice (embryonic and adult) |
| Experimental factors: | | | time (embryonic day 15 (E15) versus adult) |
| Total number of hybridizations: | | | 3 |
| Type of reference: | | | None |
| Hybridization design: | | | Simple loop pairing with 6 groups (see figure below): |
|  | | | |
| Types of replicates: | | | 3 x biological replicates at each time point (E15 and adult). E15 material from approximately 100 pooled embryos for each array, adult material from at least 5 pooled animals for each array |
| Quality control: | | | Each of the 6 samples (3xE15, 3xadult) consists of multiple pooled biological samples (see above). In addition, a loop hybridization design was employed (see above) |
|  | | | |
| **Array Design** | | | |
| Platform type: | | | Affymetrix |
| Array features and annotations: | | | Mouse Exon 1.0 ST Array  (www.affymetrix.com/products_services/arrays/specific/mouse_exon.affx) |
|  | | | |
| **Samples, Extract Preparation and Labeling Information** | | | |
| Origin of samples | | |  |
|  | Name: | | Swiss Webster mouse (control) |
|  | Provider: | | Taconic  http://www.taconic.com/wmspage.cfm?parm1=16 |
|  | Characteristics | |  |
|  |  | Gender: | E15 (unsexed), adult (females) |

**Table S1 continued.**

| **Samples, Extract Preparation and Labeling Information (continued)** | | | |
| --- | --- | --- | --- |
|  |  | Age: | E15 and adult (over 3 months) |
|  | Samples: | | Both left and right lateral ventricular choroid plexuses |
| Sample manipulations: | | | Choroid plexuses dissected out under RNase-free PBS, pooled and spun to pellet tissue, then snap frozen at -80^o^C |
| RNA extraction protocol: | | | QIAGEN, Rneasy Plus Mini Kit, including QiaShredder columns, according to manufacturers protocol |
| Hybridization protocol: | | | Standard Agilent protocol  Performed at Gen*NY*Sis Centre for Functional Genomic Microarray Core Facility, University at Albany, Albany, New York, USA |
| Sample labeling protocol: | | | Standard Agilent protocol.  Performed at Gen*NY*Sis Centre for Functional Genomic Microarray Core Facility, University at Albany, Albany, New York, USA |
| External controls: | | | None |
|  | | | |
| **Measurement Data and Specifications** | | | |
| Scanning: | | | GeneChip® Scanner 300 7G.  Performed at Gen*NY*Sis Centre for Functional Genomic Microarray Core Facility, University at Albany, Albany, New York, USA |
| Data files: | | | Raw data supplied in *.CEL files, also available in tab-delimited text format |
| Data Analysis: | | |  |
|  | Gene level: | | Raw data was RMA (Robust Multi-Array) normalized (per chip medium), filtered to include the top 80^th^ percentile of genes expressed (all three replicates should meet this criteria) followed by an unpaired t-test (*p* < 0.05, with Benjamini Hochberg false discovery rate correction). This list was then subjected to a fold-change cut off of 2 |
|  | Exon level: | | Raw data was normalized with PLIER (Probe Logarithmic Intensity Error) with a DABG (Detection Above Background) correction (probeset) *p* < 0.05 and 50% of the probesets marked present in at least 50% of the samples in 2 of 2 conditions). This was followed by a splicing ANOVA, *p* < 0.05 with Benjamini Hochberg false discovery rate correction. This list was then filtered for a splicing index cutoff of 0.5 |

How the deposited data were processed for this re-analysis (not part of the article)

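RNA from pooled lateral ventricular choroid plexus of E15 embryos and adult mice was measured on 6 Affymetrix mouse exon arrays, 3 for each age. The values used here come from 3 tables deposited by the authors. The supplementary description states that raw data of the arrays were supplied too, and these were not used here. The gene-level table gives, for each transcript cluster that passed a corrected p of at most 0.05 and a fold change of at least 2, a fold change (a ratio of the larger age to the smaller), its direction and a log2 value for each age. The splicing index table gives a signed splicing index (a score whose scale is not stated, with a minimum size of 0.5), the number of probe sets behind it and the same log2 values. The third table holds the clusters common to both. The authors made the gene-level values with Affymetrix Power Tools by robust multi-array averaging with a per-chip median, a filter on expression in all 3 replicates and an unpaired test with Benjamini-Hochberg correction. The authors made the splicing index, a score, from exon-level values by PLIER and an analysis of variance before they deposited it, as the file header and the supplementary description state. The genome build and the versions of the software that made these values are not stated in the text that was searched. No coordinates are therefore given.

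The columns of values hold 1 number per age and 0 columns hold a single array. The planned model with moderated variance, the unpaired test, the stricter adjusted p of 0.01, the omission of each replicate in turn and the replicate block all need values per array and were not run. No replicate spread or error can be given from these merged values, and signal over background cannot be read from values centred for each cluster. The median size of the sum of both values of a cluster was 0.10.

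The difference of each cluster was computed as the adult value minus the E15 value, and the fold as 2 to its size. Log2 of the authors' fold change differed from this difference by at most 0.0035, and the direction differed in 0 clusters. Genes were matched by symbol as a whole entry of the symbol field. For a gene compared with a direction given in the paper, clusters in that direction were taken first, where there were any. Among the clusters left, the one with the gene as its only symbol was used, and otherwise the shared cluster with the largest fold. For 4 symbols of the paper's tables the file symbol was found by the GenBank entry printed beside them, and for Abcb3 by the other name printed in Table 7. The named genes were fixed before the data were examined as every gene the paper names for the array in its results or in Tables 3 to 8, the 10 clusters with the largest fold in each direction, the members of the pre-set gene lists and the 5 clusters with the largest splicing index. A few further carriers and transporters of the families discussed, the potassium channel genes higher at E15, Camk2a and the transport kinesins were named after their values were seen.

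Ontology classes were counted by text search for 10 terms in the ontology columns, with Wilson intervals at 95% for the share higher at E15. The pre-set lists were erythroid, cell cycle, Y-linked, X-inactivation, mesenchyme and matrix, endothelium, macrophage and MHC class II, oligodendrocyte, neuron and neural progenitor, and choroid plexus epithelium. Lists of transport kinesins and of mature neurons were added after the first lists had been looked up. The median difference of each list was ranked among the medians of 10000 random lists of the same size drawn from the other clusters of the table, a description across genes, which are not replicates. The ranking was tested on simulated data. Of 200 random lists of 20 genes, 6.50% fell below the 5th percentile, and of 200 lists drawn toward E15, 82.0% did. With lists of 6 genes these shares were 5.00% and 30.5%, so a short list can go unseen.

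The alternatives were fold thresholds of 3 and 4, unique gene symbols, clusters with several symbols or without a symbol left out, folds recomputed from the values, values of each age re-centred on the median of their table, the largest cluster of a gene, a match in the gene description, ontology annotations without those inferred electronically, exact term names, lists restricted to clusters with 1 symbol, list means, a splicing index minimum of 1 and overlap by symbol. With no replicates, a log2 value was taken as moved when it changed by more than a factor of 1.5, a count when it changed by more than the same factor, and a share when it left its Wilson interval. Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 were used.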

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

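The tests of explanations below were all chosen after the patterns were seen, and the mature neuron list was added then too.

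The splicing index table, whose results the paper's text does not discuss, lists 3369 clusters in the authors' deposited table, with a largest size of 3.94 (Abcg5) followed by Slc14a2 (-3.92), Npal2 (-3.65), Kl (-3.47) and Sox11 (-3.46). The differences of these genes were -3.82, -1.27, 3.95, 4.78 and -1.88. Of these clusters 1218 are also in the gene-level table, 649 higher at E15 and 569 higher in adult. An index can depart from 0 without a change of splicing where some probe sets stay at background or saturate while the whole gene changes. The index would then take the sign opposite to the difference of the gene and grow with it. Among the 1285 clusters of the list that differ at least 2-fold, 77.5% had an index of opposite sign (95% Wilson interval 75.1 to 79.7), against 53.3% of the clusters below 2-fold. Of the 5 largest indices, 3 had the opposite sign and 2, those of Slc14a2 and Sox11, the same sign as the difference. The size of the index rose with the size of the difference (Spearman's rho 0.46, across clusters, which are not independent replicates). This is consistent with background or saturated probe sets for part of the list. The reading takes the index as adult against E15, as its column is named, and its scale is not stated. A change of exon use between the ages stays open and was not tested, since no exon values are held.

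Outside the gene-level table, 67 clusters of the splicing index list differed at least 2-fold by their merged values, which the paper does not report. Unequal values among the 3 arrays of an age may keep such a cluster from passing the authors' corrected p. The values of the single arrays are not held. The merged values are centred for each cluster, and both values cancelled less well in these clusters, with a median size of their sum of 0.57, than in 67 clusters of the gene-level table matched for the size of the difference, with 0.08. That the sum rises with unequal arrays is itself an assumption about the centring. The clusters include Camk2a (fold 6.33 toward adult) and other genes of neurons, named after their values were seen. Neuronal tissue in the adult pools was weighed with a list of mature neuron genes: 5 of 7 clusters found were higher in adult, too few to decide, so it cannot be told apart from other explanations. A biological difference between the ages stays open.

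The embryonic globin Hbb-y was 46.8-fold higher at E15, a gene the paper does not discuss. It is a member of the erythroid list, as are Gypc and Slc4a1. Without the members that the paper's results text discusses, 12 of 13 erythroid clusters in the gene-level table and the splicing index list were higher at E15, among them Hba-x (-2.70) and Alas2 (-2.25), the exception being Tspan33 (1.95). This is consistent with transcripts of red blood cells in the E15 plexus, which may account for part of the values of Gypc and Slc4a1. A shift of all values of 1 age in the normalization would move all clusters alike and leave the list in the middle of random lists of its size. The 5 of these 13 clusters that are in the gene-level table had a median at percentile 0.11, which argues against such a shift as the whole cause. Whole tissue was pooled, so the arrays do not separate cells. The paper's single-cell PCR detected Gypc at both ages in epithelial cells that stained for plasma protein, so Gypc is expressed there. How much red blood cells add to its whole-tissue difference stays open. For Slc4a1 and the other erythroid genes, expression in epithelial cells stays open too.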

How the results depend on the processing

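All alternatives below were set before the data were examined, and none was chosen after a result was seen. No paired analysis was possible because the sample titles share replicate numbers while the columns of values carry none. The model with moderated variance, the unpaired test and the adjusted p threshold of 0.01 were not run. The omission of each replicate in turn and the replicate block were not run either. All of them need values per array, and the values used here were merged. Signal over background cannot be judged from values centred for each cluster.

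A higher threshold keeps fewer clusters by construction: 735 at 3-fold (390 higher at E15, 345 higher in adult) and 427 at 4-fold (232 and 195, or 54.3% higher at E15). Counting unique symbols, leaving out clusters with several symbols or without one, and recomputing the folds left the counts within a factor of 1.5 and the E15 share above 50.0%.

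Re-centring moved most. The table holds only clusters past 2-fold, with more of them on the E15 side, so the median of each age falls at the edge of the gap around 0 and every difference gains 0.85. The table then keeps 1160 clusters past 2-fold, 280 of them higher at E15, and the E15 share reverses to 24.1%. Of the 216 folds of Tables 3 to 8 that matched within rounding, 0 still matched. The list medians became -1.69 for erythroid, -1.49 for cell cycle, -2.44 for Y-linked, -1.57 for mesenchyme and matrix, -1.25 for endothelium, -0.47 for neuron and neural progenitor, 2.90 for macrophage and MHC class II, 1.98 for oligodendrocyte and 3.06 for choroid plexus epithelium, whose side could not change, since the shift is smaller than any of the differences in the table. In the splicing index list the shift was 0.16, and 1 named gene reversed, Aqp11, to 0.12. Of the other named genes, 256 moved by more than a factor of 1.5 and 16 did not. The shift is the same for every cluster of a table. These counts and the 0 matches therefore follow from its size and test nothing about single genes.

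At a threshold of 3 the list medians that moved were macrophage and MHC class II (2.85, and 2.85 with clusters of 1 symbol only), oligodendrocyte (2.31) and neuron and neural progenitor (-2.09), from fewer clusters. List means moved none of the pre-set lists by that factor. The lists of transport kinesins and mature neuron genes were not put through the alternatives.

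Without electronic annotations fewer clusters carry each term: cell adhesion 42, ion transport 47, ion channel activity 11, transporter activity 45, ATP binding 27, ATPase activity 10, protein binding 318, receptor activity 60 and immune response 18. The E15 share of ion channel activity reversed to 63.6%, and the cause was not tested beyond the smaller number of clusters. Exact term names left 32 clusters for transporter activity (25.0% higher at E15) and 14 for ATPase activity, since longer terms that contain these words no longer count. The number of named genes without an entry in the gene-level table, 56, and the overlap of the gene-level and splicing index lists stayed within a factor of 1.5. A splicing index minimum of 1 keeps 1352 clusters.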

Differences from the paper's values

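No test is reported in this part, and no comparison in it used an alternative chosen after a result was seen.

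Of the 219 distinct folds in Tables 3 to 8, 216 matched the gene-level table within 0.05. Where a gene had clusters in both directions, the one in the paper's direction was compared, so agreement in direction was built in for such genes. Among the 3 that did not were Fn1 (the paper's value is 8.7, here 8.60) and Cacnb4 (the paper's 6.4 in Table 5, here 5.96).

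Receptors make up about 14% of the genes in Fig. 2B, and receptor activity was found here for 9.14% of clusters. Tight junction makes up about 2% in Fig. 2B, and was found here for 0.55% of clusters. Neither share came within a factor of 1.5 under any of the alternatives set before the data were examined, which were unique symbols, exact term names and no electronic annotations.

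The paper states similar expression at both ages for 44 genes looked up here. Of these, 31 had no entry in either table, 5 were present only in the splicing index list and 8 were in the gene-level table: Tjp1 (difference -1.01), Mpp6 (-1.51) and Cldn11 (a fold of 2.00) higher at E15, and Cldn12 (1.05), Mpp1 (1.32), Cgnl1 (1.32), Aqp4 (1.25) and Slco1c1 (2.38) higher in adult. For 3 of the 8, Cldn11, Cldn12 and Slco1c1, the paper's own Tables 4 and 5 list the enrichment found here, so its text and tables differ. 

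The paper places Abcb3 among the genes higher in the embryo by RT-PCR and gives the direction on the arrays as the same, while Table 7 lists no array value for it. Its cluster, under the symbol Tap2, was higher in adult with a difference of 2.26. Vamp1 is given as enriched 2.3-fold in adult (the paper's value) and was held here only in the splicing index list, with a fold of 1.66. Vamp5 is given as enriched in adult and had no entry in either table. For Abcg8 the paper's text gives 3.7 and its Table 7 gives 3.4. The fold here, 3.38, matched Table 7.

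The paper describes a higher level of a large number of solute carriers in the embryo. Of 57 solute carrier clusters in the gene-level table, 22 were higher at E15 and 35 in adult. The paper describes very few potassium-only ion channels as higher in the embryo, and the count held here covers a wider set. Of 11 clusters with a Kcn symbol, auxiliary subunits included, 5 were higher at E15 and 6 in adult. The 5 include the interacting protein Kcnip1 and the auxiliary subunits Kcnmb4 and Kcne2, which leaves Kcnk2 and Kcnj8 as channels. The 6 include the auxiliary subunit Kcnab2. Channels alone therefore do not contradict the paper's statement. It names a single amino acid carrier as higher in adult, where Slc38a3 (1.27) and Slc38a1 (1.02) were higher in adult too.

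Table 3 lists the most enriched genes. Its adult list holds all 50 clusters with the largest folds. Its E15 list holds 31 of the 50 largest, and the 19 others include Chodl (fold 50.5), Hbb-y (46.8), a cluster without a symbol (33.5) and Top2a (25.1). The paper counts efflux transporters by Table S7, whose 181 identifiers are the clusters annotated with ATP binding here, and 11 of them carry an ABC transporter symbol.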

Other observations

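The tests of explanations below were all chosen after the patterns were seen, and the transport kinesin list was added then too. The other lists were fixed before the data were examined, when the paper's tables already gave some members and their direction. Examples are Col3a1, Fn1, Vcan and Cdh5 as higher in the embryo, and Kl, Prlr and Cldn2 as higher in adult. List counts and percentiles that keep such members therefore restate the paper in part.

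The kinesins named by the paper, Kif11, Kif2c, Kif20a, Kif22 and Kif23, and Racgap1 are members of the cell cycle list. Of the clusters of that list that the paper does not name in its text or Tables 3 to 8, 39 of 39 were higher at E15, and 0 of 3 clusters of transport kinesins in the gene-level table were. In the splicing index list alone, 2 of 5 transport kinesin clusters were higher at E15. The values are consistent with cell division in the E15 plexus as a source of the kinesin and Racgap1 differences. Roles of these genes in vesicle movement or junctions stay open and were not tested.

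All 3 Y-linked clusters found, Ddx3y, Eif2s3y (-3.29) and Jarid1d, were higher at E15, with a list median of -3.29 at percentile 0.14 of random lists. Male embryos in unsexed pools against female adults, as the supplementary description states, are consistent with these 3 values. Sex and age cannot be separated in this design, so a difference at any gene that depends on sex may belong to either. Xist, the single gene of the X-inactivation list, had no entry.

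The mesenchyme and matrix list had 21 of 22 clusters higher at E15 (median -2.43, percentile 0 of random lists) and the endothelium list 7 of 7 (median -2.10, percentile 0.28). Without Sparc, 27 of 28 clusters of both lists were higher at E15, though the paper's tables had already given the direction of some of them. In the splicing index list alone, whose clusters of these lists the paper's tables do not name, 6 of 8 matrix and 8 of 8 endothelial clusters were. More stroma and vessels in the E15 plexus could give this pattern and part of the Sparc difference. For Sparc the paper holds evidence against that source. It reports no SPARC staining in endothelial cells or perivascular spaces, in embryo or adult, and staining of epithelial cells that was stronger in the embryo. Its single-cell PCR found Sparc in epithelial cells, in a smaller share of them in adult. Staining shows protein, while the arrays measure RNA of the whole tissue. A lower share of epithelial cells at E15 would raise the markers of all other cells alike. The macrophage and MHC class II list went both ways. In the gene-level table 5 of 6 of its clusters were higher in adult (median 2.05, percentile 99.6), and in both tables 6 of 9 were, namely 4 of MHC class II or Cd74 and 2 of chemokines. The macrophage genes Mrc1 (-2.36), Csf1r (-0.92) and Tyrobp (-0.54) were higher at E15. The list therefore decides nothing, and a lower epithelial share cannot be told apart from more stroma and vessels. A change of expression within cells stays open.

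The erythroid median was -2.54 and the cell cycle median -2.35, both at percentile 0. The remaining lists were oligodendrocyte with 4 of 5 clusters higher in adult (median 1.12, percentile 68.7), neuron and neural progenitor with 6 of 6 higher at E15 (median -1.33, percentile 15.7), and choroid plexus epithelium with 9 of 12 higher in adult (median 2.21, percentile 100). The medians of the added lists were 1.19 for transport kinesins and 1.39 for mature neuron genes, at percentiles 70.5 and 88.2. Sparc and Cldn11, among others, are expressed by more than 1 cell type.

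In Table S4, 106 of 118 identifiers carry a cell adhesion annotation in the gene-level table and 12 do not.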
